# Factors Influencing the Differentiation of Human Monocytic Myeloid-Derived Suppressor Cells Into Inflammatory Macrophages

**DOI:** 10.3389/fimmu.2018.00608

**Published:** 2018-03-26

**Authors:** Defne Bayik, Debra Tross, Dennis M. Klinman

**Keywords:** myeloid-derived suppressor cells, inflammatory macrophage, TNFα, STAT4, NF-κB, IFNγ

## Abstract

Monocytic myeloid-derived suppressor cells (mMDSC) accumulate within tumors where they create an immunosuppressive milieu that inhibits the activity of cytotoxic T and NK cells thereby allowing cancers to evade immune elimination. The toll-like receptors 7/8 agonist R848 induces human mMDSC to mature into inflammatory macrophage (MAC_inflam_). This work demonstrates that TNFα, IL-6, and IL-10 produced by maturing mMDSC are critical to the generation of MAC_inflam_. Neutralizing any one of these cytokines significantly inhibits R848-dependent mMDSC differentiation. mMDSC cultured in pro-inflammatory cytokine IFNγ or the combination of TNFα plus IL-6 differentiate into MAC_inflam_ more efficiently than those treated with R848. These mMDSC-derived macrophages exert anti-tumor activity by killing cancer cells. RNA-Seq analysis of the genes expressed when mMDSC differentiate into MAC_inflam_ indicates that TNFα and the transcription factors NF-κB and STAT4 are major hubs regulating this process. These findings support the clinical evaluation of R848, IFNγ, and/or TNFα plus IL-6 for intratumoral therapy of established cancers.

## Introduction

Infiltration of the tumor microenvironment by immunosuppressive leukocytes protects cancers from immune elimination (1). Myeloid-derived suppressor cells (MDSC) are key contributors to this immunosuppressive milieu. MDSC are classified into monocytic or granulocytic subsets based on their phenotype, morphology, and function. Both subsets are present at very low frequencies in the peripheral blood of healthy donors but are much more prevalent in cancer patients (2–5). MDSC migrate from the peripheral blood into the tumor bed, where they inhibit the activity of tumoricidal NK and cytotoxic T cells (5, 6). As monocytic myeloid-derived suppressor cells (mMDSC) have the greatest immunosuppressive activity per cell, efforts to enhance the efficacy of immunotherapy have focused on blocking the recruitment/activation of that cell type (2, 4, 5).

Toll-like receptors (TLRs) comprise a family of highly conserved germline-encoded pattern recognition receptors (7). TLR engagement stimulates elements of the innate immune system to produce pro-inflammatory cytokines, such as IL-6 and IL-12 that help bolster adaptive immunity (7, 8). Our group previously showed that injecting TLR7 agonists into murine tumors induced resident mMDSC to differentiate into tumoricidal M1-like macrophages (MAC_inflam_) and led to the elimination of established cancers (9, 10). Human mMDSC cultured with the TLR7/8 agonist R848 also differentiate primarily into MAC_inflam_ (11). By comparison, human mMDSC treated with the TLR2/1 agonist Pam3CSK4 (hereafter PAM3) mature primarily into immunosuppressive M2-like macrophages (MAC_suppress_) (11). This study seeks to identify the factors and gene networks that influence the generation of MAC_inflam_ from mMDSC by comparing the effects of R848 treatment with that of other stimulants.

## Materials and Methods

### Reagents

R848, Pam3CSK4, Celastrol, and Ruxolitinib were purchased from InvivoGen (San Diego, CA, USA) and all human recombinant cytokines were obtained from Miltenyi Biotec (Auburn, CA, USA). CD163 (Clone #GHI/61), CD206 (Clone #15-2), and CD14 (Clone #M5E2) antibodies used to purify or stain human mMDSC, and anti-IL-6 (Clone #MQ2-13A5), anti-IL-10 (Clone #JES3-19F1), anti-IL-12 (Clone #C11.5), anti-TNFα (Clone #Mab1), and anti-IFNγ (Clone #NIB42) utilized to neutralize secreted cytokines were purchased from BioLegend (San Diego, CA, USA) with the exception of CD14 (Clone #MφP9), EGFR (Clone #EGFR.1), and HLA-DR (Clone #G46-6) antibodies (BD Biosciences, Franklin Lakes, NJ, USA) and the marker of active macrophage 25F9 (Clone #eBio25F9, Thermo Scientific, Waltham, MA, USA).

### Preparation of Human mMDSC

Elutriated mononuclear cells and apheresis collections were obtained from healthy donors on NCI IRB-approved NIH protocol 99-CC-0168. Research blood donors provided written informed consent and blood samples were de-identified prior to distribution (NCT00001846) (National Institutes of Health, Bethesda, MD, USA). Peripheral blood mononuclear cells (PBMC) and elutriated monocytes were separated by gradient centrifugation over Histopaque (Sigma-Aldrich, St. Louis, MO, USA) and cultured overnight in RPMI 1640 medium supplemented with 2% FCS (both from Lonza, Walkersville, MD, USA), 2 mM glutamine, and 25 mM HEPES buffer (both from Invitrogen, Carlsbad, CA, USA). Elutriated mononuclear cells or PBMC in suspension were stained with fluorescence-conjugated antibodies against CD14 and HLA-DR. mMDSC represented by CD14^bright^ HLA-DR^−/low^ population was FACS sorted using a FACSAria II (BD Biosciences, Franklin Lakes, NJ, USA) with >95% purity.

### *In Vitro* Stimulation of mMDSC

FACS-purified mMDSC were stimulated with 1 µg/ml PAM3, 3 µg/ml R848 [previously defined to be the optimal concentration to drive mMDSC maturation (11)], and/or 250 ng/ml of IL-6, IL-10, IL-12, TNFα, IFNγ, or M-CSF in RPMI supplemented with 2% FCS. Where indicated, cytokine neutralizing Abs (25 µg/ml), the IκB kinase (IKK) inhibitor Celastrol (1 µM), and/or the Janus kinase1/2 (JAK1/2) inhibitor Ruxolitinib (1 µM) were added throughout the duration of MDSC culture (3–5 days).

### Analysis of Surface Marker Expression by mMDSC

Stimulated mMDSC were incubated with Fc Block for 15 min on ice and stained with fluorochrome-conjugated antibodies against 25F9, CD206, and CD163 on ice for 20 min. Cells were washed with PBS/2% BSA followed by Fix & Perm Medium A (Invitrogen, Carlsbad, CA, USA). Cells were washed again, re-suspended in PBS, and analyzed using an LSRFortessa (BD Biosciences, Franklin Lakes, NJ, USA).

### Cytotoxicity Assay

FACS-purified mMDSC were cultured with R848, IL-6 plus TNFα, M-CSF, or IFNγ for 5 days. Cells were then collected through scraping, counted, and incubated with A549 tumor cells at a 1:40 ratio in fresh media for 6 h. Samples were trypsinized and stained with LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (Life Technologies, Carlsbad, CA, USA) followed by fluorescein-conjugated anti-EGFR and anti-CD14 Ab for 30° on ice. After washing, cells were re-suspended in PBS/2% BSA and analyzed using the LSRFortessa.

### ELISAs

Cell supernatants were collected on day 3 and frozen until further use. Immunol 2HB microtiter plates (Thermo Scientific) were coated with anti-cytokine antibodies anti-IL-6 (Clone #6708), anti-IL-10 (Clone #127107), anti-TNFα (Clone #28401), and anti-M-CSF (Clone #21113) (R&D Systems, Minneapolis, MN, USA) and then blocked with PBS/2% BSA. Serially diluted standards and culture supernatants were added to these plates overnight. Plates were incubated with biotinylated anti-cytokine Ab (R&D Systems), followed by phosphatase-streptavidin (BD Biosciences) and K-Gold PNPP Substrate (Neogen Corporation, Lexington, KY, USA). Human IL-12p70 Quantikine, IL-4 Quantikine, and TGFβ1 Quantikine ELISAs were performed based on manufacturer’s instructions (R&D Systems). ELISAs were read using a SpectraMax M5 Microplate Reader and SoftMax Pro Acquisition and Analysis Software (both Molecular Devices, Sunnyvale, CA, USA).

### RNA-Seq Analysis

After 4 h stimulation [a duration previously found to be optimal for monitoring changes in gene expression in differentiating mMDSC (11)], stimulated mMDSC were stored in RNA Protect (Qiagen, Frederick, MD, USA). Total RNA was isolated using the RNeasy micro kit (Qiagen) and RNA quality was assessed using an Agilent 2200 TapeStation. mRNA libraries were generated using the Smart-Seq ultra-low input kit (Clontech) and sequenced using a HiSeq2500 sequencer using IlluminaTruSeq v4 chemistry with 125 bp paired-end reads. Sequences were aligned to the human (hg19) reference genome. Genes that were differentially expressed compared to untreated samples were identified using CLC genomics workbench (version 10). Genes that were significantly upregulated (FDR *p* < 0.01) were imported into Ingenuity Pathway Analysis (Qiagen, version 10). Networks involving genes that interacted with more than two other genes were used to build networks. Accession code in GEO repository: GSE105142.

### Statistical Analysis

A two-sided unpaired Student’s *t*-test was used for analysis, and *p*-value less than 0.05 was considered statistically significant (GraphPad Software Inc., La Jolla, CA, USA).

## Results

### R848 Induces mMDSC to Differentiate Into MAC_inflam_

Macrophage has historically been categorized into two subsets: MAC_inflam_ and MAC_suppress_ (12). These subsets differ both phenotypically and functionally. While all human macrophages express the 25F9 surface marker, only MAC_suppress_ upregulate the CD163 scavenger receptor and the CD206 C-type mannose receptor (13, 14). Our lab previously demonstrated that the TLR7/8 agonist R848 induced human mMDSC to differentiate into MAC_inflam_, while the TLR2/1 agonist PAM3 supported their preferential generation of MAC_suppress_ (11). To clarify the mechanism underlying the generation of MAC_inflam_, normal healthy volunteers were leukapheresed and mMDSC were isolated by FACS sorting based on the absence of HLA-DR and presence of CD14 (3, 11). As previously documented, mMDSC constitute 0.4 + 0.3% of PBMC in normal donors (11). Consistent with the earlier report, TLR stimulation induced a majority of CD14^+^/HLA-DR^−^ mMDSC to differentiate into 25F9^+^ macrophage (Figures 1A,B). Preliminary studies further showed that increasing the duration of culture from 3 to 5 days increased the generation of MAC_inflam_ following R848 stimulation without altering the generation of MAC_suppress_ by PAM3 (Figure S1 in Supplementary Material, *p* < 0.05). In the absence of stimulation, less than 1% of mMDSC survived 5 days in culture (yielding too few cells for further study). By contrast, viability was high in cultures stimulated with R848 or PAM3 (80.2 + 11.3%).

**Figure 1:**
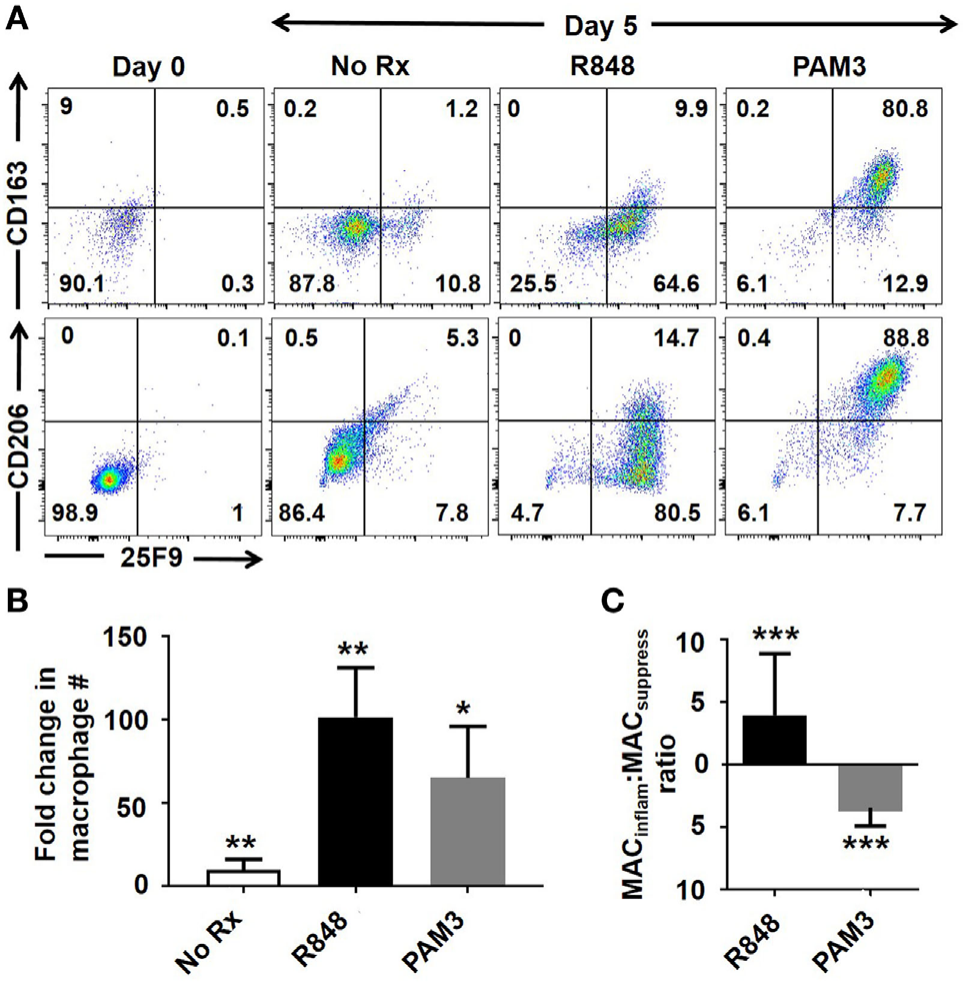
Effect of Toll-like receptor stimulation on mMDSC polarization. FACS-purified human mMDSC were stimulated with R848 (3 µg/ml) or PAM3 (1 µg/ml) for 5 days. **(A)** Representative dot plots depicting changes in 25F9, CD163, and CD206 expression. **(B)** Fold change in the number of macrophage present at the end of culture over the baseline of freshly isolated mMDSC (mean ± SD of six independently studied donors/data point). **(C)** Ratio of CD163^+^ to CD163^−^ 25F9^+^ macrophage in the samples described in **(B)**. *p < 0.05, **p < 0.01, ***p < 0.001 versus unstimulated cells.

A majority of the macrophage generated by R848 treatment expressed only 25F9 and thus were phenotypically MAC_inflam_ (Figure 1C). This contrasted to PAM3 treated cells that typically expressed CD163 and CD206 in addition 25F9 (Figures 1A,C). On average, R848 treatment generated a four-fold excess of MAC_inflam_ compared to MAC_suppress_, while PAM3 generated fourfold more MAC_suppress_ than MAC_inflam_ (Figure 1C), consistent with previous findings (11).

### Contribution of Cytokines to R848-Induced Generation of MAC_inflam_

To better understand the factors that influence the generation of MAC_inflam_ rather than MAC_suppress_, the production of cytokines by human mMDSC stimulated with R848 versus PAM3 was compared. Our lab previously used intracytoplasmic cytokine staining to show that mMDSC cultured for 1–3 days with R848 accumulated cells containing IL-6 and IL-12, while those treated with PAM3 accumulated cells containing IL-6 and IL-10 (11). To measure secreted cytokine levels in the surrounding environment, culture supernatants (representing the balance of cytokines produced and metabolized over 3 days) were examined. Levels of IL-6 and IL-10 rose significantly after stimulation with either R848 or PAM3, with concentrations being higher after R848 stimulation (Figure 2). By contrast, the pro-inflammatory cytokines TNFα and IL-12 were significantly elevated only after R848 treatment (Figure 2). Levels of IFNγ, M-CSF, IL-4, and TGFβ1 did not change in response to either TLR agonist. These results suggested that TNFα and/or IL-12 might contribute to the preferential generation of MAC_inflam_ mediated by R848.

**Figure 2:**
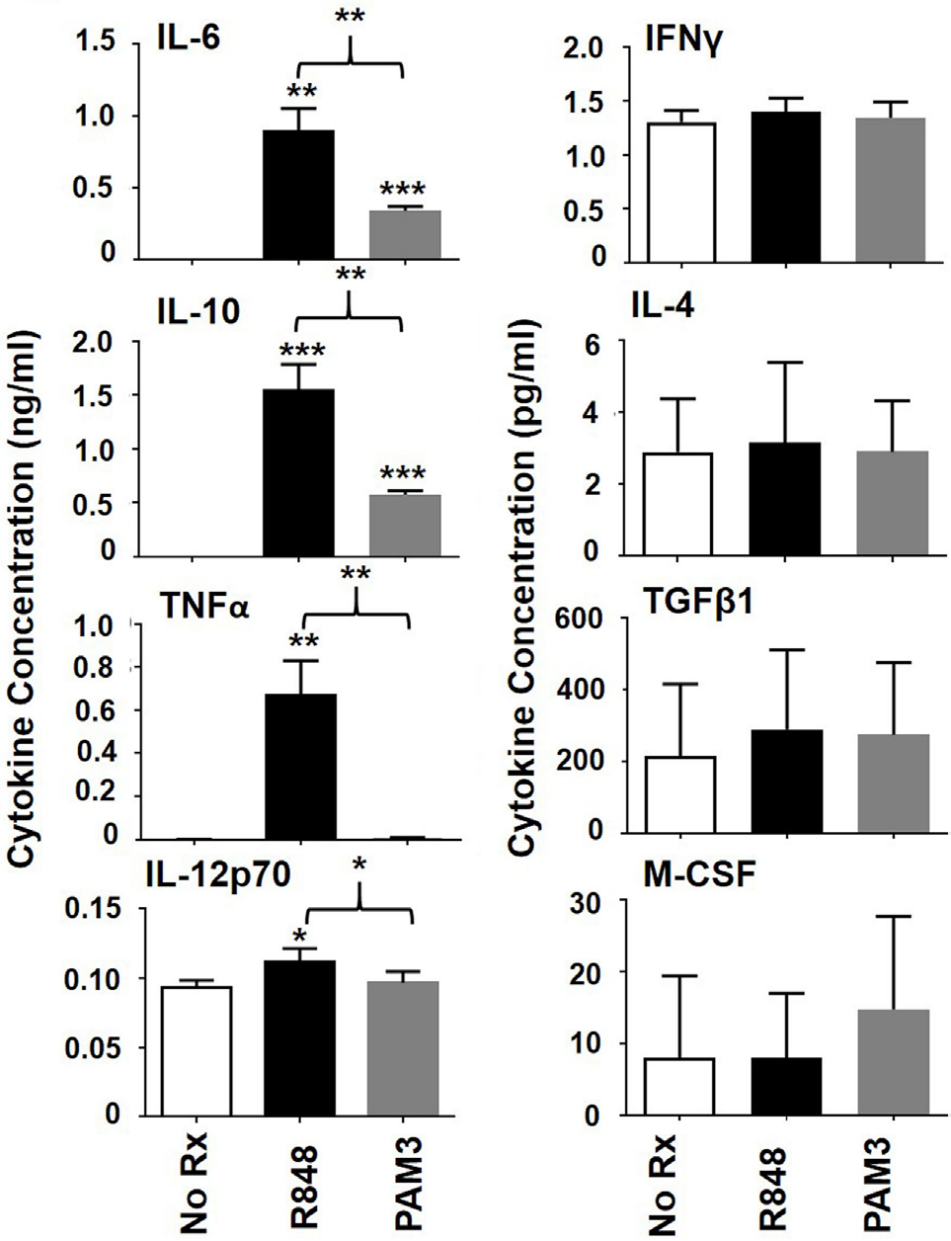
Effect of Toll-like receptor stimulation on cytokine production by mMDSC. FACS-purified mMDSC were stimulated as described in Figure 1. Cytokine and chemokine levels in culture supernatants were determined on day 3 by ELISA (mean ± SD of samples from four to eight independently analyzed donors). *p < 0.05; **p < 0.01, ***p < 0.001 versus unstimulated cells or between PAM3 and R848 stimulated mMDSC.

Cytokine neutralization experiments were conducted to examine these possibilities. Blocking TNFα resulted in a dramatic reduction in the generation of MAC_inflam_ but had no effect on the number of MAC_suppress_. This finding suggests that TNFα may play an important role in determining the type of macrophage generated following TLR stimulation of mMDSC (Figure 3). Blocking IL-6 or IL-10 reduced the generation of both MAC_suppress_ and MAC_inflam_ (*p* < 0.01), consistent with those cytokines contributing to the general process by which mMDSC mature into macrophage (Figure 3). Blocking IL-12 led to a modest reduction in MAC_inflam_, while having no effect on MAC_suppress_. The addition of neutralizing Ab against cytokines that were not detected in stimulated cultures (such as IFNγ) had no effect on macrophage generation (Figure 3).

**Figure 3:**
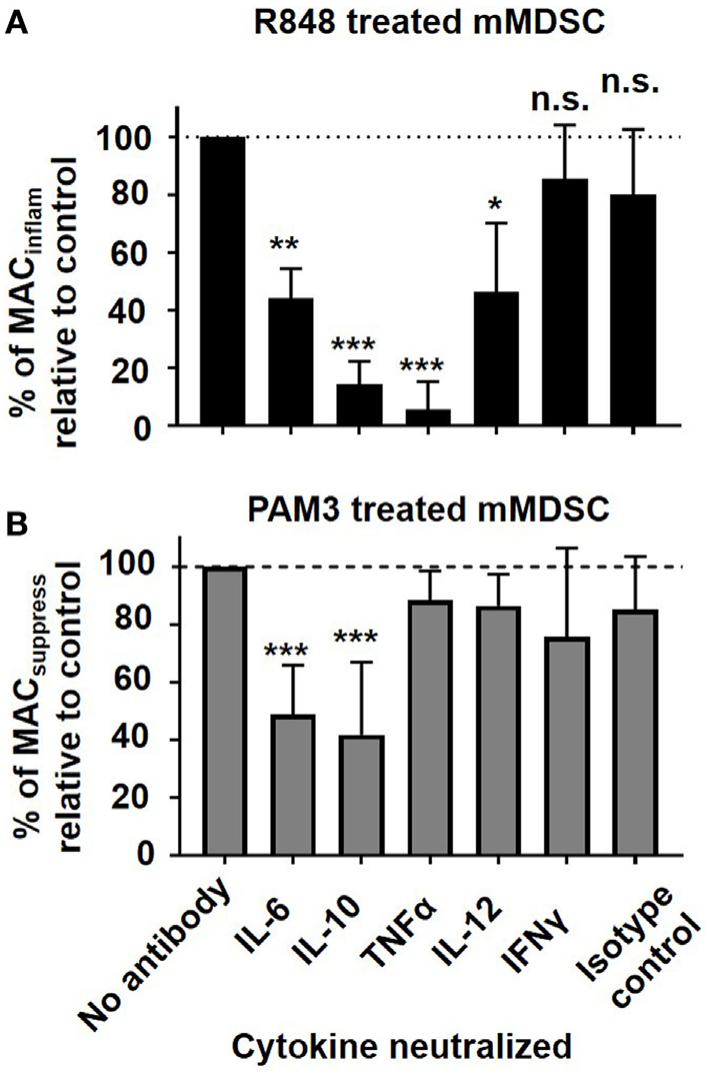
Effect of cytokine neutralization on Toll-like receptor-induced macrophage generation. FACS-purified mMDSC were stimulated with R848 or PAM3 for 3 days in the presence of 25 µg/ml neutralizing anti-cytokine or isotype control antibodies. Data show the change in frequency of **(A)** MAC_inflam_ generated by R848 versus **(B)** MAC_suppress_ generated by PAM3 (mean ± SD of samples from 4 to 11 independently analyzed donors/group). *p < 0.05; **p < 0.01, ***p < 0.001 versus isotype control antibody group.

### Cytokines Can Directly Induce mMDSC Differentiation

To further examine whether TNFα and to a lesser extent IL-6, IL-10, and/or IL-12 could influence the differentiation of mMDSC, their effect was compared to that of R848. The addition of IL-6 and/or IL-10 significantly increased the generation of macrophages from mMDSC but did not preferentially support the generation of MAC_inflam_ (Figure 4). By comparison, TNFα mirrored the ability of R848 to generate MAC_inflam_ rather than MAC_suppress_ (Figure 4B). IL-12 had no significant effect on the maturation of mMDSC into MAC_inflam_ (Figures 4A,C).

**Figure 4:**
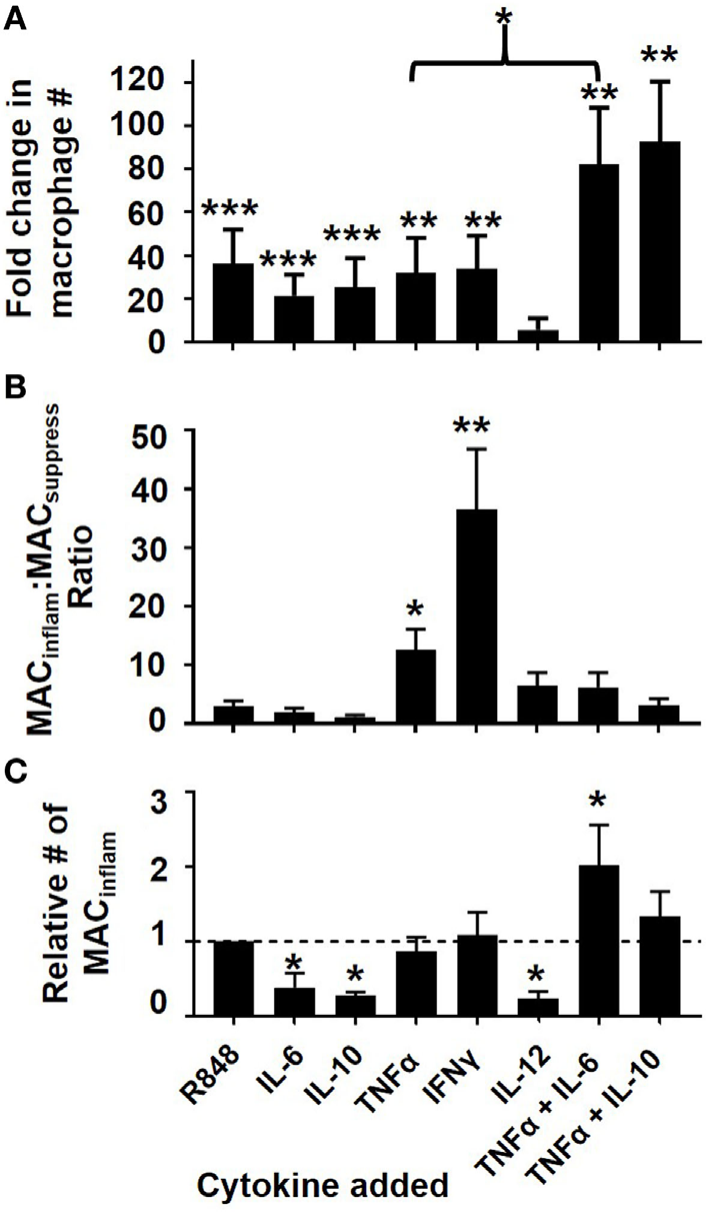
Effect of cytokines on mMDSC polarization. FACS-purified mMDSC were stimulated with 3 µg/ml of R848 or various cytokines (250 ng/ml) for 5 days. **(A)** Fold change in the fraction of macrophage present at the end of culture (mean ± SD of five to eight independently studied donors/data point), **(B)** ratio of CD163^+^ to CD163^−^ macrophage present at the end of culture, **(C)** relative number of MAC_inflam_ present in culture versus a baseline of R848 for each donor. *p < 0.05, **p < 0.01, ***p < 0.001 versus unstimulated cells.

Based on the observation that IL-6 and IL-10 supported the general process of mMDSC differentiation, the effect of co-administering them with TNFα was examined. The combination of TNFα plus IL-6 generated a greater number of MAC_inflam_ than any other treatment (*p* < 0.05; Figure 4C). IFNγ was also evaluated in these studies. While IFNγ played no role in R848-driven mMDSC maturation (Figures 2 and 3), previous reports indicated that IFNγ could induce classical monocytes to differentiate into MAC_inflam_ (15, 16). Current results show that IFNγ also supports the generation of MAC_inflam_ from mMDSC (Figure 4). These findings suggest that multiple distinct stimuli can play a role in the generation of MAC_inflam_. To examine that possibility, subsequent experiments focusing on the mechanism underlying the generation of 25F9^+^CD163^−^ macrophage compared the effect of TNFα plus IL-6 to IFNγ as well as to R848.

### Functional Activity of MAC_inflam_ Generated From mMDSC

We previously established that MAC_inflam_ but not MAC_suppress_ could lyse A549 tumor cells. The functional activity of MAC_inflam_ generated by treating mMDSC with R848, IL-6 plus TNFα, or IFNγ was therefore evaluated using this assay. As expected, MAC_inflam_ generated by R848 treatment lysed tumor targets (*p* < 0.05; Figure 5). MAC_inflam_ produced in cultures containing IL-6 plus TNFα or IFNγ also mediated significant tumor cell lysis (Figure 5). There was no statistically significant difference in the activity of MAC_inflam_ generated by any of these treatments, suggesting the MAC_inflam_ generated by distinct stimuli were not only phenotypically alike but also shared functional characteristics.

**Figure 5:**
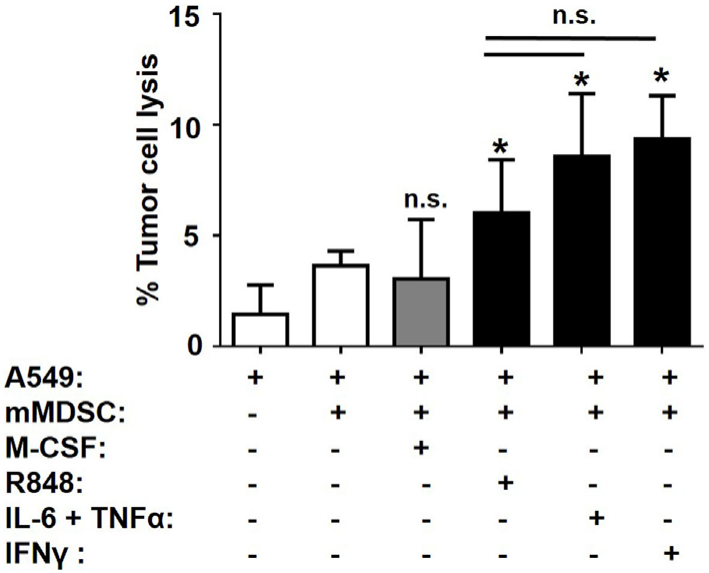
Tumoricidal activity of MAC_inflam_. Purified mMDSC were stimulated with 3 µg/ml R848 or 250 ng/ml IL-6, TNFα, IFNγ, and/or M-CSF for 5 days. Their ability to lyse A549 tumor targets during 6 h of incubation at an E:T ratio of 40:1 is shown. Data shown mean ± SD of four to eight independently analyzed donors per group. *p < 0.05 versus unstimulated mMDSC.

### Regulatory Networks Underlying the Differentiation of mMDSC Into MAC_inflam_

The above findings established that mMDSC treated with R848, IFNγ, or the combination of TNFα plus IL-6 matured into MAC_inflam_ based on both phenotypic and functional metrics. Previous studies examined the gene expression signatures of mMDSC stimulated with PAM3 versus R848 (9). While differences in mRNA levels were detected and the optimal timepoint for analyzing shifts in gene expression identified (4 h) that study was unable to identify the regulatory networks underlying the generation of MAC_inflam_ (11). We reasoned that comparing the effects of R848, IFNγ, and TNFα plus IL-6 treatments might clarify whether there was a common pathway underlying the differentiation of mMDSC into MAC_inflam_. 

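Sorted mMDSC from 7 healthy donors were left untreated (n = 5 libraries) or stimulated for 4 h with TNFα plus IL-6 (n = 4), R848 (n = 4) or IFNγ (n = 5). R848 was given at 3 µg/ml and each cytokine at 250 ng/ml. Most donors supplied libraries to more than 1 condition, and for 2 IFNγ libraries the labels name conflicting donors. The authors made libraries with the Smart-Seq ultra-low input kit, sequenced them as 125 bp paired-end reads, aligned them to hg19 and identified differences between groups in CLC Genomics Workbench. Their deposited table for each library lists Ensembl transcripts with an RPKM (reads per kilobase of transcript, scaled to the library's mapped reads). A second value gives that RPKM relative to the most abundant transcript of the gene.

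Only the first 50000 of 173884 transcripts were read here. They cover chromosomes 1 to 4 and chromosome 5 up to position 141369857, with 10432 genes. Genes encoded elsewhere, including TNF, IL6 and SOCS3, were not analysed here. The tables hold no read counts, but the spacing of the lowest RPKM values gave an estimate of depth: 15.25 to 19.2 M reads in untreated libraries (median 17.2), 14.25 to 18.1 M with TNFα plus IL-6 (median 16.075), 17.7 to 24.75 M with R848 (median 18.4) and 15.1 to 20.85 M with IFNγ (median 16.15).

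Transcript RPKM values were summed for each gene, and 3056 genes with at least 1 RPKM in at least 4 libraries were tested. Differences were fitted on log2(RPKM + 1) with limma over all 18 libraries, with 1 mean for each condition, and a gene was called at a Benjamini-Hochberg adjusted p below 0.01. IL1B and CXCL8 alone took 8.674% of the reads in R848 libraries on average, against 0.025% in untreated mMDSC and 0.607% with TNFα plus IL-6. The median log2 fold change of all tested genes was -1.19 with R848, -0.37 with TNFα plus IL-6 and -0.32 with IFNγ. Reads taken by the listed genes that rose would by themselves lower the others by -0.31, -0.08 and -0.15, which is less than these medians. Median-ratio scaling, which sets the median gene of each library level, moved these medians to -0.05, -0.03 and -0.03. Gene calls below are on RPKM as deposited, with the scaled result where it differs.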

To test that possibility, mRNA libraries generated from mMDSC cultured for 4 h with each stimulant were sequenced. Significantly upregulated genes (*p* < 0.01) that formed network connections with at least two other genes were identified. 

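R848 is read by the endosomal receptors TLR7 and TLR8, which signal through MyD88 to NF-κB and to interferon regulatory factors. TNFα and IL-6 bind their own surface receptors and engage NF-κB and STAT proteins directly.

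Among the 3056 genes tested, R848 upregulated 282 and lowered 2185, and TNFα plus IL-6 upregulated 260 and lowered 1062. The ratio of the upregulated sets was 1.08 (jackknife standard error 0.45 over 18 libraries). After median-ratio scaling R848 upregulated 1010 genes and lowered 1015, TNFα plus IL-6 upregulated 558 and lowered 576, and the ratio was 1.81.

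**Figure D1:**
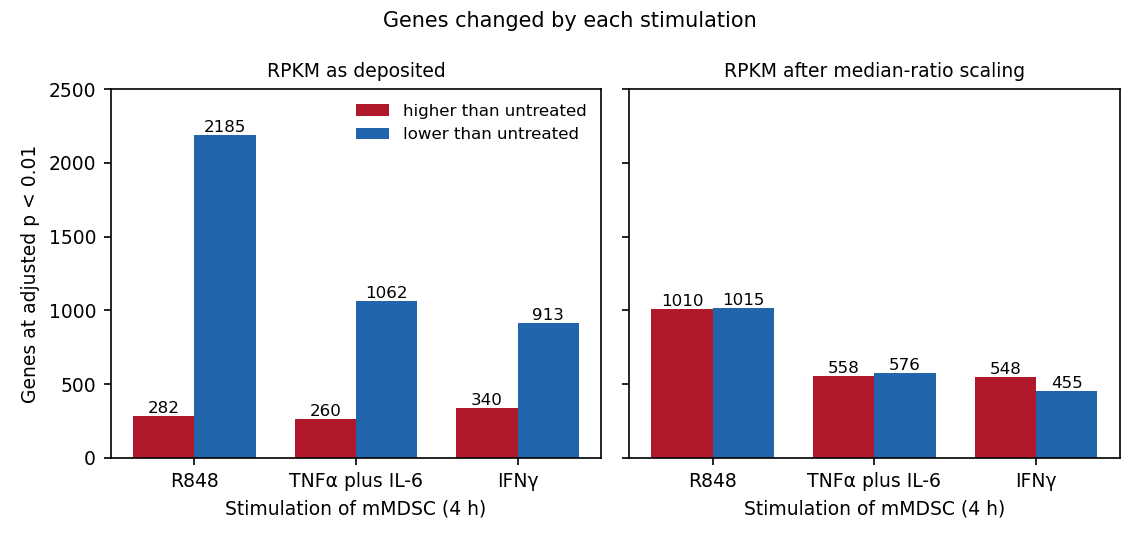
Number of genes (y axis) called higher (red bars) or lower (blue bars) than untreated mMDSC at adjusted p below 0.01 for each stimulation (x axis), of 3056 tested, with RPKM as deposited (left) and after median-ratio scaling (right). The R848 bars are 282 and 2185 as deposited and 1010 and 1015 after scaling.

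The largest rise with R848 was in CCL20, which encodes the ligand of CCR6 (chr2:228670455-228682280, hg19). It rose from 1.82 ± 1.85 RPKM in untreated mMDSC (mean ± SD, n = 5) to 2712 ± 1193 with R848 (n = 4), a log2 fold change of 10.03 (adjusted p = 4.1e-12). IL1A, for the cell-associated form of interleukin-1, rose from 2.19 ± 1.94 to 2428 ± 694 RPKM (log2 fold change 9.73, adjusted p = 5.2e-14). The neutrophil chemokine gene CXCL2 (chr4:74962757-74964913) rose from 10.0 ± 5.65 to 8551 ± 2592 RPKM (9.71, adjusted p = 8.1e-15), and IL1B (chr2:113587328-113594393) from 42.6 ± 38.8 to 25604 ± 2077 RPKM (9.59, adjusted p = 9.5e-13). F3, which encodes tissue factor, reached 934 ± 309 RPKM from 1.34 ± 1.31 (8.74, adjusted p = 6.7e-13). CXCL1 rose by 8.52 (adjusted p = 8.2e-12) and CXCL8, for interleukin-8, by 8.02, from 119.7 ± 47.3 to 29494 ± 4378 RPKM (adjusted p = 2.4e-16). IL1RN, whose product blocks the interleukin-1 receptor, rose with its agonists by 8.37 (adjusted p = 5.7e-12), and PTGS2, for cyclooxygenase-2, by 8.18 (adjusted p = 4.3e-13).

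Among the largest falls with R848, CCR2, the receptor that draws monocytes out of the marrow (chr3:46395355-46402431), fell from 317 ± 88.5 to 0.858 ± 0.424 RPKM (log2 fold change -7.41, adjusted p = 2e-13). FUCA1, for a lysosomal fucosidase, fell from 471 ± 223 to 1.23 ± 1.16 RPKM (-7.65, adjusted p = 5.6e-09). CD84, CD180 and the mRNA-decay factor ZFP36L2 changed by -6.35 (adjusted p = 6.2e-11), -6.06 (adjusted p = 4e-10) and -5.97 (adjusted p = 4.1e-12). Each of these falls remained after median-ratio scaling, at -5.45 or lower for CCR2, FUCA1 and CD180, -5.41 for CD84 and -4.85 for ZFP36L2.

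Compared directly with TNFα plus IL-6, R848 gave 179 genes higher and 1832 lower (649 and 528 after scaling). By the labels the libraries of these stimulations came mostly from different donors, so donor differences also enter this contrast. IL36G (chr2:113730780-113743235) separated the stimulations most: 243 ± 77.6 RPKM with R848 against 0.468 ± 0.16 with the cytokines (log2 difference 7.32, adjusted p = 8e-17). CSF2, which encodes GM-CSF, stood at 54.9 ± 26.4 RPKM with R848 and was listed at 0 in all 4 TNFα plus IL-6 libraries (adjusted p = 4.8e-15). IL19 was higher with R848 by 5.68 (adjusted p = 7.5e-09). In the other direction, the matrix gene VCAN was at 4.31 ± 1.84 RPKM with R848 and 139 ± 67.5 with the cytokines (-4.61, adjusted p = 4.4e-07). TGFBI, for a matrix protein induced by TGFβ, was at 9.75 ± 4.36 against 232 ± 62 RPKM (-4.49, adjusted p = 2.8e-10), and CD14 at 13.5 ± 7 against 226 ± 75.6 RPKM (-4.03, adjusted p = 1.4e-07). TWF2, which caps actin filaments, and SLAMF8 were lower by -4.07 (adjusted p = 2e-09) and -4.02 (adjusted p = 1.9e-08).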

TNFα plus IL-6 upregulated 820 genes, whereas R848 upregulated ~2.3 times that many (Figure 6A). Consistent with the observation that blocking either IL-6 or TNFα significantly inhibited R848-driven mMDSC differentiation, 82% of the genes upregulated by IL-6 plus TNFα were also upregulated by R848 (Figure 6A). By contrast, only 37% of the genes upregulated by IFNγ were shared with R848 (Figure 6A).

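The largest rises with TNFα plus IL-6 included chemokine genes from a cluster on chromosome 4, whose products recruit neutrophils, and both interleukin-1 genes.

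Of the 260 genes upregulated by TNFα plus IL-6, 158 (60.8%, jackknife standard error 11) were also upregulated by R848. Independent lists of these sizes would share 9.2%. After median-ratio scaling the share was 88.0%, against 33% for independent lists. The fold changes of the 2 comparisons had r = 0.80 across 3056 genes, which are not independent replicates. Both comparisons use the same 5 untreated libraries, and shared controls alone gave r = 0.44 in simulated data with no response. When the untreated libraries were split so that each comparison had its own, r was 0.78 and the share 64.6%. Of the 1062 genes lowered by the cytokines, R848 lowered 1036 too (97.6%), against 759 for independent lists, and after scaling 508 of 576 (88.2%), against 191.

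CXCL5 (chr4:74861359-74864394), whose product attracts neutrophils through CXCR2, rose furthest, from 5.28 ± 3.93 RPKM in untreated mMDSC (n = 5) to 407 ± 216 with TNFα plus IL-6 (n = 4; log2 fold change 6.15, adjusted p = 1.4e-08). IL1B rose to 1927 ± 407 RPKM (5.84, adjusted p = 4.3e-09) and IL1A to 74.5 ± 25.3 (4.69, adjusted p = 5.7e-09). CXCL1 rose from 18 ± 11 to 830 ± 181 RPKM (5.63, adjusted p = 1.6e-08) and CCL20 to 134 ± 73.1 (5.60, adjusted p = 5.9e-08). G0S2, an inhibitor of the lipase ATGL, rose by 5.56 (adjusted p = 8.7e-07), and CXCL3 from 12.2 ± 7.89 to 319.6 ± 83.5 RPKM (4.82, adjusted p = 1.4e-08). AK4, a mitochondrial adenylate kinase, rose from 7.49 ± 3.5 to 187 ± 32.6 RPKM (4.55, adjusted p = 1.4e-10). IL7R, for the interleukin-7 receptor, rose from 1.47 ± 1.25 to 44.4 ± 6.21 RPKM (4.32, adjusted p = 1e-09).

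Among the largest falls, MNDA, a nuclear antigen of myeloid cells (chr1:158801141-158819296), fell from 154 ± 43.7 to 2.5 ± 1.16 RPKM (log2 fold change -5.48, adjusted p = 6.6e-12). CCR2 fell to 5.71 ± 4.36 RPKM (-5.73, adjusted p = 8.1e-11) and ZFP36L2 from 135 ± 45.5 to 1.99 ± 1.55 (-5.56, adjusted p = 1.4e-10). FUCA1 and CD180 changed by -4.95 (adjusted p = 6.3e-06) and -4.93 (adjusted p = 5.7e-08).

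The chemokine list, fixed beforehand, had 10 genes tested. R848 upregulated 9 of them and TNFα plus IL-6 upregulated 7, with the same counts when adjusted over the list alone. None fell in limma with either, at the 0.01 level or at an unadjusted p below 0.05. With IFNγ the T-cell attractants CXCL9, CXCL10 and CXCL11 rose and 4 others fell (3 after scaling), CXCL8 by -1.43 (adjusted p = 1.8e-05). CXCL8 rose by 4.14 with the cytokines (adjusted p = 7.5e-11) to 2023 ± 370.4 RPKM, and CXCL2 by 4.26 (adjusted p = 4.6e-09). In a competitive gene-set test with a correlation estimated from the data, the chemokines were higher than other genes with R848 (adjusted p = 0.0018) and not at the 0.01 level with TNFα plus IL-6 (adjusted p = 0.0128). With donor as a block, leaving out the 2 libraries of conflicting donor, the R848 value was 0.0183, and after scaling 0.15.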

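IFNγ signals through JAK1 and JAK2, and not through the MyD88 route that R848 takes. Its targets are the guanylate-binding proteins, the ligands of CXCR3 that draw in T cells, and the machinery of antigen presentation.

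IFNγ upregulated 340 of the 3056 genes tested and lowered 913 (548 and 455 after median-ratio scaling). R848 upregulated 90 of the 340, or 26.5% (jackknife standard error 4.1), against 9.2% for independent lists. With separate untreated libraries for each comparison the share was 23.8%. After scaling it was 52.6%, against 33% for independent lists, and 46.2% with separate untreated libraries. Across genes the fold changes of the pair had r = 0.39, and 0.38 with separate untreated libraries. Simulated data with no response gave r = 0.47 from the shared controls. They hold no real fold changes, so this r cannot be set against 0.39. Their covariance was 0.024, against 0.66 in the data. Donors shared between the stimulations were not part of the simulation.

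The largest rise was in CXCL10 (chr4:76942271-76944650), from 3.55 ± 2.81 RPKM in untreated mMDSC (n = 5) to 12335 ± 3927 with IFNγ (n = 5; log2 fold change 11.56, adjusted p = 2.2e-10). GBP1 (chr1:89517565-89531043), a large GTPase that attacks intracellular pathogens, rose from 1.57 ± 0.751 to 2662 ± 689 RPKM (10.02, adjusted p = 8.7e-12). GBP5 and GBP4 from the same cluster rose by 9.68 (adjusted p = 3.8e-14) and 8.25 (adjusted p = 9.9e-16). CXCL11 rose by 9.91 to 1064 ± 424 RPKM (adjusted p = 1e-16). CXCL9 was listed at 0 in every untreated and R848 library and at 597 ± 198 RPKM with IFNγ (adjusted p = 1.7e-19). TNFSF10, which encodes the death ligand TRAIL, rose from 5.88 ± 2.39 to 1125 ± 321 RPKM (7.37, adjusted p = 3e-12). FCGR1A, for the high-affinity IgG receptor, rose by 6.45 to 436 ± 128 RPKM (adjusted p = 1.9e-13), and the vesicle protein gene VAMP5 by 6.40 (adjusted p = 1e-16).

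Among the largest falls, CXCR4, which holds myeloid cells in the marrow, fell from 105 ± 55.6 to 4.37 ± 2.08 RPKM (log2 fold change -4.24, adjusted p = 1.3e-08). RGS2, a brake on G-protein signalling, fell from 144 ± 67.2 to 9.69 ± 4.09 RPKM (-3.71, adjusted p = 1.6e-08). PALLD, AMPD2 and ST3GAL6 changed by -3.87 (adjusted p = 1.5e-09), -3.69 (adjusted p = 2.4e-11) and -3.52 (adjusted p = 4.3e-09).

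All 12 tested genes of the IFNγ response list rose with IFNγ, with the same count when adjusted over the list alone. R848 raised 8 and lowered 2 (9 and 0 after scaling), and TNFα plus IL-6 raised GBP1, GBP2, GBP5 and FCGR1A (5 genes after scaling, 6 with donor as a block). With an estimated correlation the list was higher with IFNγ (adjusted p = 0.00414; 0.0413 after scaling, 0.0211 with donor by title as a block) and not at the 0.01 level with R848 (adjusted p = 0.0469; 0.00671 with donor by donor field as a block) or TNFα plus IL-6 (adjusted p = 0.122). Of the type I interferon list, R848 raised all 12 tested genes, IFNγ 11, and TNFα plus IL-6 none in limma, by either adjustment or at an unadjusted p below 0.05. With an estimated correlation this list was not called with R848 (adjusted p = 0.0505) or IFNγ (adjusted p = 0.197), nor in the direct comparisons of R848 with TNFα plus IL-6 (adjusted p = 0.0246) and of TNFα plus IL-6 with IFNγ (adjusted p = 0.287). The antiviral gene RSAD2 (chr2:7005688-7038370) rose from 3.42 ± 1.47 to 118 ± 56.7 RPKM with R848 (log2 fold change 4.62, adjusted p = 1.8e-09) and to 375 ± 108 with IFNγ (6.43, adjusted p = 4.5e-11). EIF2AK2, CMPK2 and ISG15 rose with R848 by 2.57 (adjusted p = 2.7e-07), 3.91 (adjusted p = 3.5e-07) and 3.87 (adjusted p = 6.5e-07). The 4 R848 libraries were uneven here: the median log2 rise of the type I list was 0.75 in 1 library and 2.68 to 3.34 in the other 3, and that of the IFNγ response list was 0.06 in the same library and 1.48 to 2.31 in the others.

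Compared directly, R848 gave 295 genes higher and 1956 lower than IFNγ (911 and 937 after scaling). CXCL2 led the first group (log2 difference 10.98, adjusted p = 6e-16) and CXCL10 the second (-9.48, adjusted p = 1.3e-09).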

**Figure 6:**
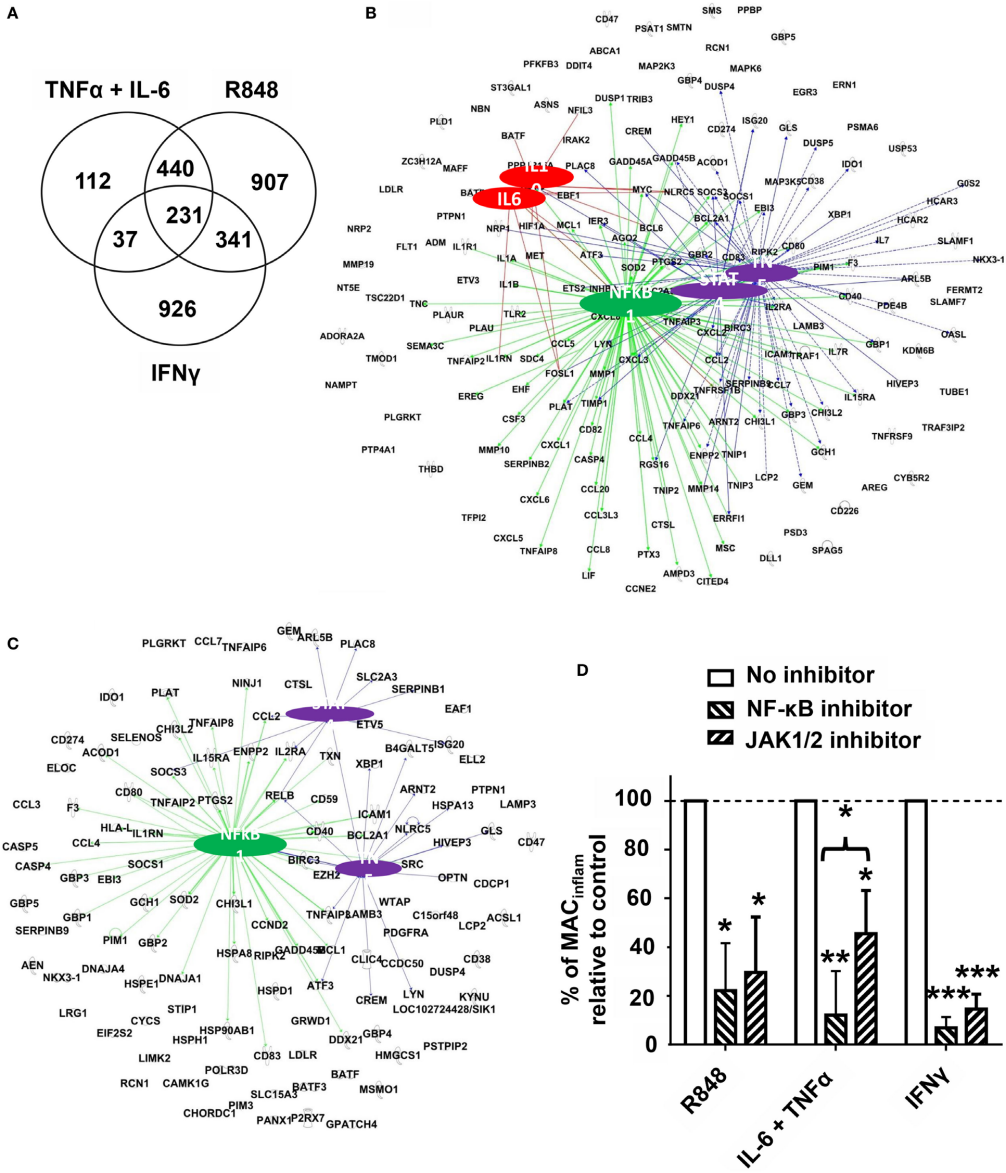
Regulatory networks associated with differentiation of mMDSC into MAC_inflam_. Purified mMDSC were stimulated with R848, IFNγ, or the combination of TNFα plus IL-6 for 4 h. Changes in gene expression were detected using RNA-Seq by comparison to unstimulated samples from the same donors. **(A)** Venn diagram showing the number of genes upregulated by each treatment. **(B)** Genes activated by both R848 and IL-6 plus TNFα whose regulatory interactions could be mapped by IPA. Colored lines identify regulatory gene interactions involving NF-κB (green), TNFα or STAT4 (purple), and IL-6 or IL-10 (red). **(C)** Genes activated by all three methods of MAC_inflam_ generation (R848, IFNγ, and TNFα plus IL-6). Colored lines identify regulatory gene interactions involving NF-κB (green) and TNFα or STAT4 (purple). **(D)** Purified mMDSC were stimulated with R848, IFNγ, or TNFα plus IL-6 for 5 days in the continuous presence of the IκB kinase inhibitor Celastrol or the Janus kinase1/2 (JAK1/2) inhibitor Ruxolitinib (mean ± SD of three to four independently studied donors/data point). Inhibitors were added on day 0. *p < 0.05, **p < 0.01 versus unstimulated cells.

Ingenuity Pathway Analysis was used to identify the regulatory networks involved in the activation of these shared genes. Initial studies compared R848 with IL-6 plus TNFα, given the close relationship already established between those two forms of mMDSC activation. 

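TNFα, IL-6 and IL-10 act on the cell that makes them as well as on its neighbours. IL-10 works through STAT3 to limit the inflammation that TNFα drives, and both are transcribed within hours of TLR signalling. The genes TNF and IL6 were not analysed here. IL10 and 8 other cytokine genes fixed beforehand were tested.

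IL10 lies at chr1:206940947-206947886, next to its relatives IL19 and IL24. It rose from 2.61 ± 1.5 RPKM in untreated mMDSC (n = 5) to 123 ± 56.4 with R848 (n = 4; log2 fold change 5.10, adjusted p = 1.5e-12) and to 13.1 ± 3.17 with TNFα plus IL-6 (n = 4; 2.03, adjusted p = 2.9e-06). Its neighbours, picked out after their values were seen, rose with R848 too, IL19 from 0.096 ± 0.103 to 94.2 ± 95.3 RPKM (5.93, adjusted p = 1.3e-10) and IL24 from 0.506 ± 0.374 to 76.2 ± 23.9 RPKM (5.66, adjusted p = 4.1e-12). With TNFα plus IL-6 IL24 was called higher, and IL19 was not called (0.25, adjusted p = 0.63).

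R848 upregulated 7 of the 9 cytokine genes tested and lowered none, and TNFα plus IL-6 upregulated 4 and lowered 1. IFNγ upregulated IL15 and TNFSF10 and lowered IL10. No cytokine gene was lower with R848 in limma at an unadjusted p below 0.05 either. The counts were the same when adjusted over the list alone. With an estimated correlation the list was higher with R848 (adjusted p = 0.00104; 0.0183 with donor as a block, leaving out the same 2 libraries, and 0.0604 after scaling), and TNFα plus IL-6 stayed short of the 0.01 level (adjusted p = 0.0678). With IFNγ, IL15, which sustains NK and memory T cells, rose from 2.62 ± 1.79 to 59.1 ± 9.81 RPKM (n = 5; 4.18, adjusted p = 5.4e-08).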

Consistent with results from the cytokine neutralization studies (Figure 3), TNFα and to a lesser extent IL-6 and IL-10 were found to be regulatory hubs associated with the maturation of mMDSC into MAC_inflam_ (Figure 6). TNFα influenced the expression of a large set of genes associated with the generation of MAC_inflam_ that was largely distinct from those regulated by IL-6 or IL-10 (Figure 6B). IPA also predicted that regulatory networks mediated *via* the NF-κB complex and STAT4 would be relevant to the generation of MAC_inflam_ (Figure 6B). 

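NF-κB dimers wait in the cytoplasm, bound by IκB proteins, until IKK marks the IκB for destruction. TLR7, TLR8 and the TNFα receptor all lead to IKK. Once active, NF-κB raises the genes of its own subunits and inhibitors. STAT4 is better known from T and NK cells, where IL-12 and type I interferon activate it, and resting monocytic cells hold little of its mRNA.

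NFKB1 (chr4:103422487-103538459), which encodes the p105 precursor of p50, rose from 115 ± 12.7 RPKM in untreated mMDSC (n = 5) to 850.2 ± 111 with R848 (n = 4; log2 fold change 2.87, adjusted p = 2.8e-12) and to 343 ± 17.4 with TNFα plus IL-6 (n = 4; 1.58, adjusted p = 9.5e-08). REL, for the subunit c-Rel, rose with R848 by 1.56, from 19.5 ± 1.81 to 60.9 ± 16.9 RPKM (adjusted p = 2.5e-08). The inhibitor gene TNIP3 (chr4:122052563-122148621) rose from 2.94 ± 3.48 to 351 ± 144 RPKM with R848 (6.82, adjusted p = 2.6e-10) and to 129.9 ± 30.2 with TNFα plus IL-6 (5.44, adjusted p = 4.9e-08). NFKBIZ, which encodes a nuclear IκB that opens the promoters of secondary response genes, rose with R848 by 4.40 to 865 ± 271 RPKM (adjusted p = 2.3e-11).

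Of the 6 tested genes for NF-κB subunits and regulators, R848 raised 5 and lowered 1 (5 and 0 after scaling), and TNFα plus IL-6 raised 4 (5 after scaling). IFNγ raised 1 and lowered 1 (2 and 0 after scaling). Of 16 tested NF-κB target genes, R848 raised 15, TNFα plus IL-6 raised 14, and neither lowered any in limma, at the 0.01 level or at an unadjusted p below 0.05. After scaling these were 16 and 15. IFNγ raised 6 (7 when adjusted over the list alone) and lowered 4, and after scaling raised 6 and lowered 3. The other counts were the same when adjusted over the list alone. The lowest adjusted p values among the targets belonged to CXCL8 with R848 and with TNFα plus IL-6, and to IRF1 with IFNγ. With an estimated correlation both lists were higher with R848 (targets adjusted p = 0.00104, subunits 0.00301) and short of the 0.01 level with TNFα plus IL-6 (0.0117 and 0.0151). With donor as a block, leaving out the 2 libraries of conflicting donor, the R848 values were 0.0205 and 0.0354, and after scaling 0.144 and 0.166.

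STAT4 (chr2:191894302-192016322) rose from 0.75 ± 0.384 RPKM to 105 ± 29.9 with R848 (log2 fold change 5.90, adjusted p = 4.6e-14) and to 6.72 ± 2.51 with TNFα plus IL-6 (2.11, adjusted p = 5.4e-07). Compared directly, STAT4 was higher with R848 than with TNFα plus IL-6 (log2 difference 3.79, adjusted p = 5.6e-10 in limma over all libraries). The libraries of these stimulations came mostly from different donors.

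**Figure D2:**
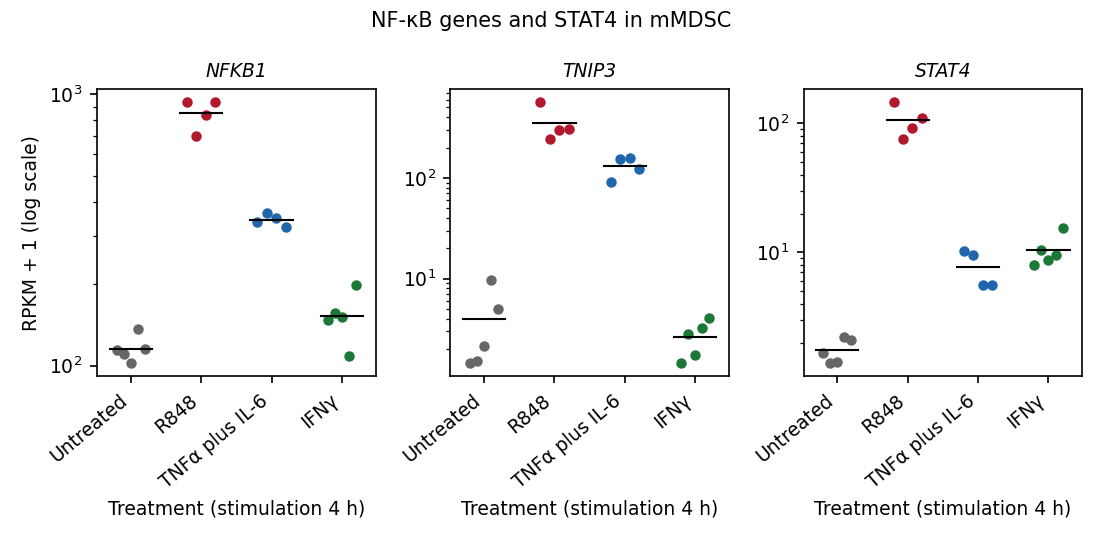
RPKM + 1 (y axis, log scale) of NFKB1, TNIP3 and STAT4 in each library (points) of untreated mMDSC and mMDSC stimulated for 4 h (x axis); black lines are group means. Mean STAT4 is 105 RPKM with R848 and 6.72 with TNFα plus IL-6.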

To determine whether the same regulatory pathways contributed to the generation of MAC_inflam_ mediated by an unrelated stimulant, we performed IPA analysis of the genes upregulated by IFNγ as well R848 and IL-6 plus TNFα. This analysis confirmed that NF-κB, STAT4, and TNFα were major hubs regulating the differentiation of mMDSC into MAC_inflam_ (Figure 6C). 

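The genes that R848, TNFα plus IL-6 and IFNγ all upregulated included GBP1, GBP2, GBP5, PDE4B, ACSL1 and TNFAIP6. Members of the combined NF-κB subunit and target lists were more common among them than among the genes tested.

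All 3 stimulations upregulated 49 of 3056 genes. Independent lists of these sizes would share 2.67. After median-ratio scaling the number was 160, against 33.1. R848 alone upregulated 83 genes, TNFα plus IL-6 alone 88 and IFNγ alone 236. After scaling these were 391, 53 and 246. All 3 stimulations lowered 550 genes, against 227 for independent lists, and after scaling 221, against 28.5.

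GBP1 rose with R848 (log2 fold change 4.43) and TNFα plus IL-6 (4.13) as well as with IFNγ. GBP2 rose by 3.22 with R848, 2.94 with the cytokines and 5.48 with IFNγ, and GBP5 by 4.43 with R848 and 2.01 with the cytokines. PDE4B, which degrades cAMP, went from 1.72 ± 0.843 RPKM in untreated mMDSC (n = 5) to 91.7 ± 16.3 with R848 (n = 4), 24.8 ± 7.75 with TNFα plus IL-6 (n = 4) and 25.1 ± 11.1 with IFNγ (n = 5; log2 fold changes 5.13, 3.24 and 3.19). TNFAIP6, whose product TSG-6 binds hyaluronan and dampens neutrophil entry, rose by 6.31, 3.85 and 2.20 in the same order. NRP2, a co-receptor for semaphorins and VEGF, rose by 2.74, 2.09 and 2.59. ACSL1, which activates fatty acids and sustains inflammatory macrophages, rose from 154 ± 36.5 to 596 ± 162, 518 ± 157 and 489.5 ± 96.6 RPKM (1.94, 1.73 and 1.67). PTGS2 rose by 3.37 with the cytokines and by 1.34 with IFNγ (adjusted p = 0.0024). Every other rise in this paragraph had an adjusted p below 0.001.

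The NF-κB subunit and target lists held 22 of the genes tested, and 5 of them were among the 49 shared genes, PTGS2 and TNFAIP6 included. A random draw would give 0.353 (odds ratio 20, one-sided Fisher exact p = 1.8e-05). Among the 160 shared genes after scaling there were 7, against 1.15 (odds ratio 8.79, p = 8.3e-05 in the same exact test). Both tests draw from all genes tested, and R848 and TNFα plus IL-6 each raised most members of these lists. The excess therefore does not show an NF-κB response to IFNγ. In camera with an estimated correlation neither list was called with IFNγ (adjusted p = 0.5 for each). STAT4 was in the shared set, at 9.45 ± 2.96 RPKM with IFNγ (log2 fold change 2.57, adjusted p = 1.2e-08). NFKB1 itself was not: IFNγ took it to 151 ± 32 RPKM, a log2 fold change of 0.38 (adjusted p = 0.037). Its rise with IFNγ was called after median-ratio scaling (0.73, adjusted p = 0.0029). Without scaling it was called with donor as a block and the 2 libraries of conflicting donor left out (0.45, adjusted p = 0.0042). It was also called with only donors that have both libraries (0.48, adjusted p = 0.0097) and without IFNγ replicate 4 (0.49, adjusted p = 0.0049). Each of these settings without scaling leaves out IFNγ replicate 4, 1 of the 2 libraries of conflicting donor, so they are not separate evidence. In that library the transcripts read held 21.08% of the reads, against 27.38 to 28.7% in the other IFNγ libraries.

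From the genes that all 3 stimulations upregulated, and the regulators that Ingenuity Pathway Analysis linked them to (Fig. 6C), the paper concludes that NF-κB, STAT4 and TNFα are hubs of the differentiation of mMDSC into MAC_inflam_. For the roles of these pathways the paper also draws on experiments with IKK and JAK inhibitors and with neutralization of TNFα.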

Of interest, mMDSC stimulated with IFNγ did not upregulate expression of IL-6/IL-10 but instead triggered genes encoding IFNγ-induced regulatory factors (Figure 6C and data not shown).

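IFNγ turns on a small set of transcription factors that carry its response forward. IRF1 is the first of them, which switches on antiviral and antigen-presenting genes, and IRF2 binds the same DNA sites and tempers it. IL-10, in contrast, is a product of TLR and TNFα signalling that IFNγ represses in monocytes.

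IL10 did not rise with IFNγ but fell, from 2.61 ± 1.5 RPKM in untreated mMDSC (n = 5) to 0.3 ± 0.144 (n = 5; log2 fold change -1.39, adjusted p = 0.00011; -1.09 after median-ratio scaling). IL6 was not analysed here. IRF1 (chr5:131776132-131844411) rose with IFNγ from 42.7 ± 13.7 to 1118 ± 219 RPKM (4.71, adjusted p = 5.6e-13). IRF2 (chr4:185306856-185395712) rose from 29.5 ± 3.45 to 66.5 ± 4.32 RPKM (1.15, adjusted p = 5.9e-06). Both were called with IFNγ when adjusted over the list alone.

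**Figure D3:**
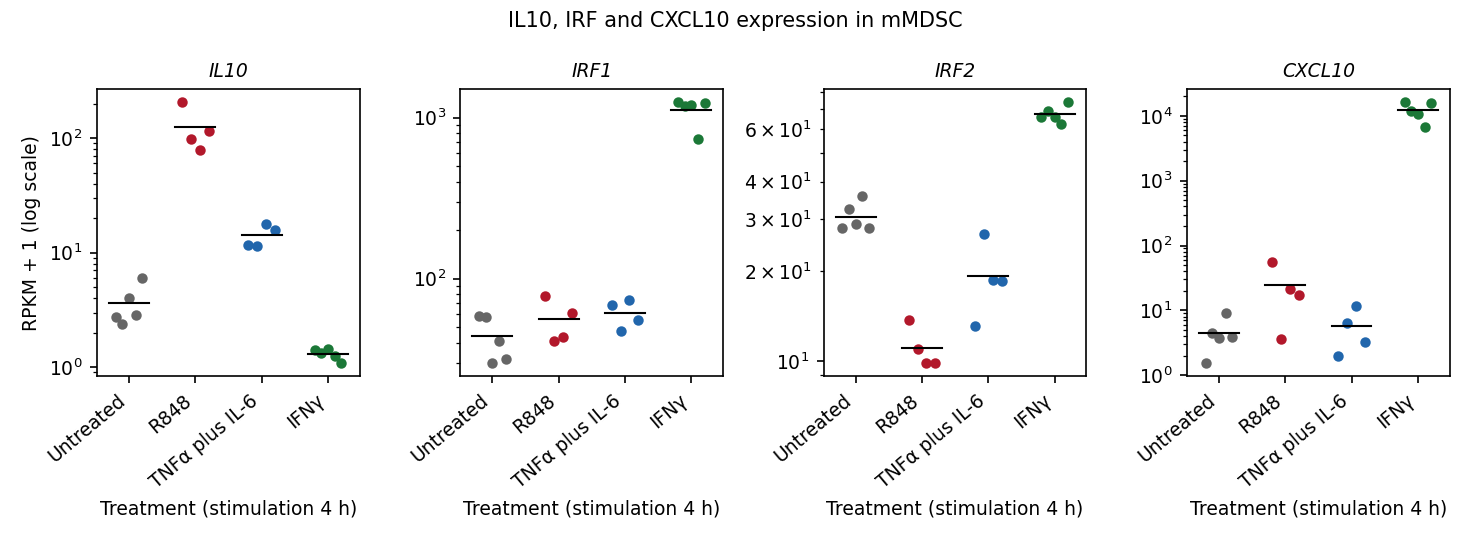
RPKM + 1 (y axis, log scale) of IL10, IRF1, IRF2 and CXCL10 in each library (points) of untreated mMDSC and mMDSC stimulated for 4 h (x axis); black lines are group means. Mean IRF1 is 1118 RPKM with IFNγ and 42.7 in untreated mMDSC.

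With R848, IRF1 stood at 54.9 ± 17.2 RPKM (n = 4; log2 fold change 0.36, adjusted p = 0.16), and with TNFα plus IL-6 at 60.1 ± 12.2 (n = 4; 0.52, adjusted p = 0.071). After median-ratio scaling it was called higher with both (1.94 and 0.92), and after upper-quartile scaling with R848 (1.35). IRF2 fell to 10.1 ± 1.83 RPKM with R848 (-1.47, adjusted p = 9.5e-08), a fall that scaling removed (0.04). With TNFα plus IL-6 IRF2 stood at 18.2 ± 5.56 RPKM (-0.71, adjusted p = 0.0017). That fall was not called after median-ratio scaling (-0.30), after upper-quartile scaling (-0.51) or with only donors that have both libraries (-0.70). It was also not called at 2-fold or without TNFα plus IL-6 replicate 1 (-0.53).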

To validate the IPA prediction that the transcription factors NF-κB and STAT4 drove MAC_inflam_ differentiation and inhibitors of IKK (an upstream regulator of the NF-κB complex) and JAK1/2 (an upstream regulator of STAT4) were added throughout the period of mMDSC culture. Inhibition of either the NF-κB complex or JAK-STAT4 axis blocked the polarizing activity of R848, IFNγ, and IL-6 plus TNFα by 55–90%, consistent with the conclusion that these pathways are essential for the generation of MAC_inflam_ from mMDSC (Figure 6D).

## Discussion

Myeloid-derived suppressor cells contribute to the immunosuppressive microenvironment that protects cancers from elimination by tumoricidal NK and T cells (5). In animal models, survival is significantly prolonged by interventions that block the generation, expansion, and/or trafficking of MDSC to the tumor bed (17–19). Epidemiologic studies show that the presence of large numbers of MDSC correlates with a worse prognosis and poorer response to therapy in cancer patients (20–22). Targeting MDSC has thus become an important component of cancer immunotherapy as they are highly immunosuppressive and accumulate in the tumor microenvironment (2, 4, 5, 19, 23). Clinical trials designed to eliminate mMDSC and/or induce them to differentiation into tumoricidal macrophages are underway (17–19). In support of that goal, this work examined the mechanisms regulating the maturation of human mMDSC into MAC_inflam_.

Previous studies showed that TLR7/8 agonists, including R848, preferentially induced mMDSC isolated from healthy donors or cancer patients to mature into tumoricidal macrophage with the ability to produce pro-inflammatory cytokines (11). Studies in mice verified that intratumoral delivery of TLR7 agonists facilitated the elimination of large tumors, an effect accompanied by the differentiation of mMDSC into MAC_inflam_ (9, 10, 24). Yet, not all TLR agonists have this effect on human mMDSCs: the TLR2/1 agonist PAM3 induces them to differentiate into MAC_suppress_ that interfere with tumor elimination (11). Yet mMDSC differentiation has a stochastic component in that a minority of the macrophage generated by R848 were suppressive, while a minority of those generated by PAM3 were inflammatory (Figure 1) (11). This work sought to clarify the processes that support the generation of MAC_inflam_ with the goal of improving their generation for anti-tumor therapy.

As previously reported, (1) R848 preferentially supported the generation of 25F9^+^CD163^−^ MAC_inflam_, while PAM3 supported the generation primarily of 25F9^+^CD163^+^ MAC_suppress_ (Figure 1) and (2) R848 elicited the production of a different pattern of cytokines than PAM3 (Figure 2) (11). Expanding on those findings, this work examined additional cytokines and found that TNFα production was significantly elevated in R848 but not PAM3 stimulated cultures (Figure 2). Given the limited number of cytokines detected in R848-treated mMDSC cultures, we explored whether they might play a role in the generation of MAC_inflam_. Consistent with that possibility, neutralizing TNFα (and to a much lesser extent IL-12) significantly reduced the generation of MAC_inflam_ by R848, while leaving the generation of MAC_suppress_ by PAM3 intact (Figure 3). Neutralizing IL-6 or IL-10 blocked the development of both MAC_inflam_ and MAC_suppress_, indicating that those cytokines contribute to the general process of mMDSC maturation. TNFα, IL-6, and IL-10 (but not IL-12) also supported the differentiation of freshly isolated mMDSC into macrophages yet only TNFα selectively supported the generation of MAC_inflam_ (Figure 4). Of interest, although IFNγ was not present in TLR-stimulated cultures and had no effect on R848-dependent generation of MAC_inflam_, that cytokine was able to stimulate human mMDSC to differentiate into MAC_inflam_. This finding builds on earlier studies showing that IFNγ supports the generation of antigen presenting cells from classical monocytes (15, 16).

Several earlier studies examined the effect of TNFα and IFNγ on murine rather than human MDSC. While the accumulation of MDSC in inflammatory states was initially associated with increased TNFα and IL-6 levels (25–28), more recent data suggest that increased TNFα expression in the tumor microenvironment reduces MDSC infiltration and supports tumor regression (29). Similarly, IFNγ was shown to augment the suppressive activity of murine MDSC by triggering nitric oxide production, a mediator used by MDSCs to suppress T cell activity (30, 31). However, human myeloid cells differ from mice in terms of their ability to produce inducible nitric oxide synthase and respond to some stimulants (32). Given the importance of mMDSC in tumor immunology, this work examined how the differentiation of these cells was regulated in humans. As seen in Figure 4, our findings indicate that TNFα and IFNγ induce human mMDSC to differentiate into MAC_inflam_.

Consistent with the cytokine neutralization data, adding IL-6 or IL-10 to cultures of human mMDSC increased total macrophage yield but did not selectively generate MAC_inflam_ rather than MAC_suppress_ (Figures 4A,B). By contrast, TNFα and IFNγ induced mMDSC to preferentially differentiate into MAC_inflam_. The yield and relative frequency of MAC_inflam_ was maximized by treating mMDSC with a combination of TNFα plus IL-6 (Figure 4C). Coupled with the observation that neutralizing TNFα or IL-6 significantly inhibited the activity of R848 (Figure 3), these findings identify TNFα as a central driver of R848-induced mMDSC polarization and suggest that the general process by which mMDSC differentiate into macrophage is supported by IL-6 and perhaps IL-10. Inflammatory macrophages contribute to cancer immunotherapy by killing tumor targets *via* the secretion of various mediators including TNFα (33, 34). Thus, the functional activity of the macrophages identified as being MAC_inflam_ based on phenotypic markers was verified by their ability to lyse tumor targets (Figure 5). Consistent with earlier findings, R848-treated mMDSCs lysed tumor targets as did cells cultured with IFNγ or the combination of IL-6 plus TNFα (Figure 5).

RNA-Seq was used to identify the genes and regulatory networks critical to the differentiation of mMDSC to MAC_inflam_. Analysis focused on those genes whose expression was significantly increased by all three forms of stimulation: R848, TNFα plus IL-6, and IFNγ. 82% of the genes upregulated by the cytokine combination were also activated by R848 as opposed to 37% common genes between IFNγ and R848 (Figure 6A). IPA analysis revealed that a majority of the genes whose expression was increased by all three stimulants were linked *via* networks involving TNFα, NF-κB, and the STAT4 pathways. Inhibiting either NF-κB or STAT4 transcription factors significantly reduced the differentiation of human mMDSC into MAC_inflam_ (Figure 6D). While consistent with evidence that NF-κB influences the differentiation of human monocytes, these findings are at odds with studies in mice showing that NF-κB activation causes MDSC to accumulate at sites of inflammation (supporting the importance of evaluating the activity of human mMDSC) (35, 36). Less is known of the role of STAT4 in the differentiation of myeloid cells. Originally identified as a transcription factor supporting the maturation of Th1 and NK cells, it is expressed by activated blood monocytes (37, 38). Unfortunately, no STAT4-specific inhibitor has been described, so Ruxolitinib was used in this work to monitor inhibition. Ruxolitinib blocks signal transduction mediated by multiple STATs (39). 

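STAT4 responds to IL-12 and to type I interferon. Of the stimulations compared, R848 raised its mRNA most, and the call with each stimulation against untreated mMDSC was kept in every alternative that was run.

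STAT4 was higher with R848 than with IFNγ (log2 difference 3.34, adjusted p = 1.4e-10). The difference between TNFα plus IL-6 and IFNγ was not called (-0.46, adjusted p = 0.13).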

As STAT4 was the only member of the STAT family significantly upregulated by R848, IFNγ, and TNFα plus IL-6, this combination of findings suggest that STAT4 plays a role in the differentiation of human mMDSC into MAC_inflam_. Importantly, one of the four targets jointly regulated by NF-κB and STAT4 was inhibitor of STAT3 (SOCS3, Figure 6C) (40). STAT3 has been implicated in the maintenance and function of MDSCs in cancer patients (41, 42). Our findings are consistent with the possibility that inflammatory stimuli drive mMDSC to differentiate into MAC_inflam_ by limiting STAT3 activity, a conclusion supportive of further development of STAT3 inhibitors for clinical use. However, the role of STAT3 was not analyzed in this study given that currently available inhibitors lack specificity and RNA interference is accompanied by technical challenges related to primary myeloid cultures (43, 44). By contrast, upregulation of IL-6 and IL-10 was present only when mMDSC were stimulated with R848 or IL-6 plus TNFα, while expression of multiple IRFs was found only in IFNγ stimulated cultures (Figures 6B,C and data not shown). These findings suggest that IL-6, IL-10, and IRFs can support but are not central to the generation of MAC_inflam_.

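Direct contrasts between stimulated mMDSC compare mean IL10, IRF1 and IRF2 without the untreated means. The untreated libraries still enter the spread of the fit and so the p values. IL10 was higher with R848 than with IFNγ (log2 difference 6.49, adjusted p = 2.4e-14), higher with TNFα plus IL-6 than with IFNγ (3.42, adjusted p = 1.2e-09), and higher with R848 than with TNFα plus IL-6 (3.07, adjusted p = 3.7e-08). IRF1 was lower with R848 than with IFNγ (-4.35, adjusted p = 2.2e-12) and lower with TNFα plus IL-6 than with IFNγ (-4.19, adjusted p = 1e-11). IRF2 was lower than with IFNγ in both as well, by -2.62 with R848 (adjusted p = 3e-11) and by -1.85 with TNFα plus IL-6 (adjusted p = 1.5e-08). IL6 was not analysed here.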

The therapeutic utility of R848 is limited by the development of lymphopenia (45, 46). Systemic administration of TNFα can lead to hypotension and hepatotoxicity while IL-6 is known to be present in the tumor microenvironment, where it supports the survival and proliferation of cancer cells (47, 48). Our findings indicate that the behavior of IL-6 is altered when combined with TNFα and that it augments TNFα-mediated conversion of mMDSC into tumoricidal MAC_inflam_ (Figure 5). Although IFNγ is a potent anti-tumoral agent, it is reported to support tumor growth by increasing the proliferative capacity of the cancer cells and upregulating immune checkpoint inhibitors *via* a negative feedback loop (49, 50). Current findings suggest that tumor growth might be inhibited by targeting the immunosuppressive milieu through local delivery of R848, IFNγ, or TNFα.

## Author Contributions

DB and DT performed the experiments and analyzed results; DB and DK designed the research, analyzed results, and wrote the paper; DK supervised the research.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

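The data are 18 mRNA libraries from sorted human mMDSC of 7 healthy donors: 5 from untreated cells, 4 after R848, 4 after TNFα plus IL-6 and 5 after IFNγ, with stimulation for 4 h. The authors isolated RNA, made libraries with a Smart-Seq kit and sequenced 125 bp paired-end reads. According to their processing notes, reads were separated with bcl2fastq 2.17 and aligned to hg19. The paper identified differentially expressed genes in CLC Genomics Workbench. The authors deposited 1 table for each library, which gives for each Ensembl transcript an RPKM value computed from the reads mapped to it. A second column, named Relative RPKM, holds that RPKM as a fraction, which the authors computed by dividing by the gene's highest transcript RPKM. The annotation release is not stated. The second column was used only to check the first: 99.99% of the values checked equalled that quotient, computed from the RPKM values, within 0.02. The check left out genes with low values.

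Each table was read for its first 50000 of 173884 transcripts (28.8%), which lie on chromosomes 1 to 4 and on chromosome 5 up to position 141369857. The other 123884 transcripts were not analysed here, nor were their genes. Of the 35 genes named in advance from the paper, 13 lie in the part read and 22 do not. IL12A and IL4 lie in the part read but below the filter. Some of the other genes are not reported here. Ensembl gene identifiers were matched to symbols and coordinates in the GENCODE annotation for GRCh37, the same build as hg19, which found 9901 of 10432 genes. Transcript lengths were found for 46083 transcripts (92.2%).

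The design written beforehand assumed read counts per gene, with limma on log2 values if the tables held normalized values. They hold RPKM, so limma was used and the count-based alternatives, and any weighting of unique reads, were not run. Transcript RPKM values were summed by gene. Genes with at least 1 RPKM in at least 4 libraries were kept (3056 genes). The model was fitted in limma 3.58.1 (R 4.3.3) on log2(RPKM + 1), with the trend and robust options, over all 18 libraries with 1 mean for each condition and no block. Contrasts were taken as follows: each stimulation against untreated cells and each pair of stimulations. Tests were two-sided, p values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p below 0.01.

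Depth was estimated from RPKM values multiplied by transcript length, which at the low end fall near multiples of the value of 1 read. Within a tolerance of 0.15 read, 83.3 to 93.9% of these low values were whole. The medians were 17.2 M reads in untreated libraries, 18.4 with R848, 16.075 with TNFα plus IL-6 and 16.15 with IFNγ. The transcripts read hold 21.56 to 22.87% of the reads in untreated libraries, 28.8 to 30.06% with R848, 23.0 to 23.47% with TNFα plus IL-6 and 21.08 to 28.7% with IFNγ. Genes at 1 RPKM or more numbered 2821 to 2996 in untreated libraries, 1950 to 2365 with R848, 2557 to 2669 with TNFα plus IL-6 and 2722 to 2835 with IFNγ.

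A 2-group fit was tested on simulated stimulated and untreated libraries with the spread of the main fit and 200 of 3056 genes changed. At 2-fold it recovered 66.3% of changed genes for R848, 69% for TNFα plus IL-6 and 74.6% for IFNγ, at 4-fold 97.9%, 98.5% and 98.5%, and at 1.5-fold 10.4%, 9% and 14.9%. False calls made up 1.19%, 0.51% and 0.79% of calls. These values do not give the recovery of the fit over 18 libraries, in which far more genes were called.

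The labels give a donor for each library, so libraries of 1 donor are paired. For 2 IFNγ libraries the title and the donor field disagree, and their donor was left open. After removing group means, the 12 pairs of libraries from the same donor correlated across genes with a median r of 0.39 (-0.09 to 0.603, 10 of 12 above 0.1), and the 83 pairs from different donors with a median of -0.062. Donor was therefore fitted as a block in 3 alternatives: with the 2 libraries left out, by title, and by donor field. Of the R848 libraries, 2 of 4 have an untreated library of the same donor, as do 3 of 4 with TNFα plus IL-6.

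Overlaps of calls were set beside those of independent lists of the same sizes, beside simulated data with no response that share the untreated libraries, and beside fits in which the untreated libraries were split between the comparisons. The standard errors of the ratio and shares are jackknife errors over the 18 libraries. Gene lists were tested with camera from limma, with the preset correlation of 0.01 and with a correlation estimated for each list, adjusted over the 23 lists with at least 5 genes tested. With R848, 11 lists were called with the preset correlation and 8 with an estimated one, with TNFα plus IL-6 9 and 0, and with IFNγ 3 and 2. All were called higher. When donor was a block and the correlation was estimated, camera called for R848 0 lists when the 2 libraries were left out, 4 by title and 9 by donor field, for IFNγ 1, 0 and 1, and for TNFα plus IL-6 0 in each. After median-ratio scaling 0 lists were called with any stimulation.

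In total 43 gene lists were fixed beforehand: NF-κB subunits and inhibitors, NF-κB targets, cytokines, chemokines, STAT family, interferon regulatory factors, SOCS family, STAT3 targets, type I interferon response, IFNγ response, MHC class I and II, inflammatory and suppressive macrophage markers, MDSC-associated genes, Toll-like receptors and adaptors, TNF and IL-6 family receptors, inflammasome and caspases, glycolysis, oxidative phosphorylation, cholesterol synthesis and efflux, heat shock, amino acid stress, metallothioneins, extracellular proteases and coagulation, lysosome, Fc receptors and phagocytosis, checkpoint ligands, apoptosis regulators, cell cycle, ribosomal proteins, ribosome biogenesis, immediate early genes, MAPK phosphatases and feedback, monocyte identity, and markers of T, NK, B, neutrophil, platelet, erythroid and dendritic cells. MHC class II and cholesterol efflux have no member in the part read, and cell cycle, NK and erythroid genes none above the filter.

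The genes named in the text were chosen by a rule written beforehand. For each comparison with untreated cells it takes the 10 largest rises and 5 largest falls among calls in which every stimulated library lies beyond every untreated one, with a mean of at least 20 in the higher group (RPKM here, CPM in the design). For each pair of stimulations it takes 5 in each direction, and 10 for the genes higher with all 3. It adds every gene the paper names and up to 4 members of a list with the smallest adjusted p. Hub names and counts in Fig. 6 of the paper had been seen before the rule was written.

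The alternatives were median-ratio scaling, upper-quartile scaling, no filter on low values (6029 genes), at least 10 RPKM in 4 libraries (1727 genes), a pseudocount of 0.1, only the 2 groups compared, only donors with both libraries, the 3 donor blocks, adjusted p below 0.05, and at least 2-fold. The most abundant transcript of each gene and protein-coding genes only (2845 genes) were added after the data were seen. Each library was also left out in turn. Sex-linked genes were to be left out of every table, and none lies in the part read. Scripts used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.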

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

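All tests of explanations in this part were chosen after the results were seen. A test of the distance of the highest or lowest library from its group was made in 61 groups, and chance gives about 1 in 20 such groups. It picked out 4 values.

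R848 lowered 2185 of 3056 genes, TNFα plus IL-6 lowered 1062 and IFNγ lowered 913, while the paper reports on genes that rose. For R848 these falls are relative to a fixed total of reads: the median gene changed by -1.19. Fewer reads in the R848 libraries are argued against by their depth, on average 19.8 M reads against 17.1 M in untreated libraries. Noise near the floor is argued against by the 171 genes with at least 100 RPKM in untreated cells, whose median was -1.3. The reads gained by the genes that rose could be a technical source of the shift. Genes called higher went from 2.2% of the reads (1.9 to 2.6%) to 21.1% (19.4 to 22.9%), which by itself would lower the others by -0.31. The reads of most transcripts were not analysed here, so this source cannot be told apart from a fall of most mRNAs in the cell. A fall of total mRNA under R848 stays open as a biological explanation and was not tested.

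In 1 R848 library the interferon response genes rose less than in the others, though this was not among the values picked out above. The median log2 change was 0.75 for the type I list (2.68 to 3.34 in the other 3) and 0.06 for the IFNγ list (1.48 to 2.31). The same library was estimated at 24.75 M reads (17.7 to 18.9 M in the others), so by this estimate low depth is argued against. The estimate rests on 31 transcripts, the fewest of any library. A mixture with unstimulated cells would lower all induced genes. A share of 9.0% stimulated cells would be needed, which would lower the NF-κB targets by -3.47, but their median change was 7.9 in that library and 7.77 to 8.37 in the others. What stays open is a weaker interferon response of that culture or of its donor, who supplied no other library. No biological explanation was tested. In another R848 library TLR1 was at 9.34 RPKM, against 1.13 to 1.77, and no explanation of this was tested.

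In 1 IFNγ library the listed transcripts held 21.08% of the reads (27.38 to 28.7% in the others), and IRF1 was at 730 RPKM (1180 to 1250 RPKM in the others). Genes called higher with IFNγ held 8.0% of its reads, against 11.9 to 13.2%. A mixture with unstimulated cells would move the other listed genes towards untreated libraries, which hold 19.4 to 20.8% of reads in them. They held 13.1% in that library and 15.1 to 16.5% in the other IFNγ libraries, away from untreated cells. A loss that lowers every listed gene alike would leave the genes called higher at 0.84 of the level in the other libraries, but they stood at 0.64 (spread 0.06). A weaker response together with more reads from unlisted transcripts stays open, and no biological explanation was tested.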

How the results depend on the processing

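The most abundant transcript of each gene and protein-coding genes only were chosen after the data were seen. The count-based alternatives, and counting unique reads, were not run, because the tables hold no counts.

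For the 163 genes and comparisons named in the text, the alternatives gave 2242 values. Of these, 2204 kept the direction and the side of the threshold, 13 lost a call, 24 gained 1, and 1 changed sign. Leaving out each library in turn gave 2914 values, of which 2900 kept both, 11 lost a call and 3 gained 1.

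After median-ratio scaling R848 raised 1010 genes and lowered 1015 (282 and 2185 as deposited), TNFα plus IL-6 raised 558 and lowered 576 (260 and 1062), and IFNγ raised 548 and lowered 455 (340 and 913). R848 gave 649 higher and 528 lower against TNFα plus IL-6 (179 and 1832), and 911 higher and 937 lower against IFNγ (295 and 1956). The ratio was 1.81, the shares with R848 88.0% for TNFα plus IL-6 and 52.6% for IFNγ, and 160 genes were higher with all 3. IRF2 with R848 changed sign, from -1.47 to 0.04. After upper-quartile scaling R848 raised 632 genes and TNFα plus IL-6 392, R848 gave 412 higher and 905 lower against TNFα plus IL-6 and 666 and 1211 against IFNγ, the ratio was 1.61, the shares were 80.6% and 40.8%, and 86 genes were higher with all 3. These changes follow from the construction: scaling moves every gene of a library by 1 factor.

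At least 10 RPKM in 4 libraries left fewer genes to test, and lower counts fell to 1190 for R848, 495 for TNFα plus IL-6 and 463 for IFNγ, and between stimulations to 1175 (R848 against TNFα plus IL-6), 1112 (R848 against IFNγ) and 333 (TNFα plus IL-6 against IFNγ). The IFNγ share was 33.5%, and 20.6% with no filter on low values. The cause of the moved shares was not tested. At least 2-fold left 162 genes higher and 523 lower with TNFα plus IL-6, 386 lower with IFNγ, 1149 lower with R848 against TNFα plus IL-6, and 250 higher and 378 lower with TNFα plus IL-6 against IFNγ. At adjusted p below 0.05, 76 genes were higher with all 3. Only donors with both libraries, with fewer libraries, gave 575 genes lower with IFNγ and a share of 48.8% for TNFα plus IL-6, and the cause of these was not tested.

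With donor as a block and the 2 libraries of conflicting donor left out, CSF1 was no longer called with R848 (1.31). Apart from CSF1, the gene lists, and TLR2, GBP4, CD80 and NFKB1 as compared with Fig. 6, the donor blocks changed no call named in the text. CSF1, MERTK, CD80 and BANK1 were not tested with at least 10 RPKM in 4 libraries.

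Leaving out 1 library moved no count of genes by over 1.5 times. Genes higher ranged from 246 to 284 with R848, 208 to 289 with TNFα plus IL-6 and 311 to 361 with IFNγ. Genes lower ranged from 2069 to 2195, 880 to 1146 and 740 to 1050. The ratio ranged from 0.92 to 1.34, the shares from 56.4 to 67.3% and from 24.5 to 28.2%, and genes higher with all 3 from 41 to 53.

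The number and spread of libraries limit small effects. In 2-group fits of simulated data, 2-fold changes were recovered in 66.3 to 74.6% of genes and 1.5-fold changes in 9 to 14.9%. The recovery of the fit over all libraries was not simulated.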

Differences from the paper's values

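The paper gives about 2.3 times as many genes upregulated by R848 as by TNFα plus IL-6 (the paper's value); the ratio here was 1.08, with a jackknife standard error of 0.45. The paper's genes were called at the same adjusted p, but over the whole genome. Its results mention a filter on network connections, which its methods describe for building networks. Whether the counts were taken after that filter is not clear, and it was not applied here. Of the alternatives set before the data were examined, median-ratio scaling (1.81) and upper-quartile scaling (1.61) brought the ratio within 1.5 times the paper's. The others did not: no filter on low values (1.53), at least 10 RPKM in 4 libraries (1.00), a pseudocount of 0.1 (1.07), only the 2 groups compared (0.87), only donors with both libraries (1.08), donor as a block by donor field (0.96), by title (0.93) or without the 2 libraries of conflicting donor (0.94), and leaving out each library in turn (0.92 to 1.34). Adjusted p below 0.05 (0.90) and at least 2-fold (1.35) did not either.

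For 2 further values the difference is within 1.5 times. The share of genes upregulated by TNFα plus IL-6 that R848 also upregulated was 60.8% here and 82% in the paper (the paper's value). Upper-quartile scaling gave 80.6% and median-ratio scaling 88.0%, and with only donors with both libraries (48.8%) and only the 2 groups compared (53.8%) the distance was over 1.5 times. For IFNγ the share was 26.5% here and 37% in the paper (the paper's value). At least 10 RPKM in 4 libraries gave 33.5% and upper-quartile scaling 40.8%. No filter on low values (20.6%), only the 2 groups compared (24.2%) and leaving out untreated replicate 1 or 2 (24.5%) were over 1.5 times away.

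Among the genes that Fig. 6C draws as upregulated by all 3 stimulations, GBP1, GBP2, GBP5, ACSL1, PTGS2 and TNFAIP6 were called higher with all 3 here. STAT4, which the paper names as a hub, was called with all 3 here. The genes below were not called where the paper draws them.

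TLR2 is drawn in Fig. 6B as upregulated by both R848 and TNFα plus IL-6. TNFα plus IL-6 raised it here (log2 fold change 2.25, adjusted p = 8.1e-05), but with R848 it was at 0.57 (adjusted p = 0.17). It was called with R848 after median-ratio scaling (2.16), upper-quartile scaling (1.56), donor as a block by donor field (1.10) or without the 2 libraries of conflicting donor (1.00), and with only donors with both libraries (1.10).

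GBP4 is drawn in Fig. 6C as upregulated by all 3 stimulations. With TNFα plus IL-6 it was at 0.80 here (adjusted p = 0.021), and it was called with donor as a block (0.92 by donor field, 0.89 by title, 0.91 without the 2 libraries of conflicting donor), with only the 2 groups compared, with a pseudocount of 0.1 (1.91), at adjusted p below 0.05 and without R848 replicate 2 (0.80, adjusted p = 0.0031). With R848 it was at 1.49 (adjusted p = 5.7e-05).

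CD80 is drawn in the same panel. With TNFα plus IL-6 it was at 0.71 (adjusted p = 0.05). It was called with donor as a block by title (0.96) or without the 2 libraries of conflicting donor (1.02), with only the 2 groups compared (adjusted p = 0.0091), with a pseudocount of 0.1 (2.05), at adjusted p below 0.05 and without R848 replicate 4 (adjusted p = 0.0064). With R848 and IFNγ it was called, at 1.41 and 2.42.

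The NF-κB complex is drawn there too. Of its subunits NFKB1 and REL were analysed here. NFKB1 was not called with IFNγ (0.38, adjusted p = 0.037). It was called after median-ratio scaling (0.73), with donor as a block without the 2 libraries of conflicting donor (0.45), with only donors with both libraries (0.48), at adjusted p below 0.05 and without IFNγ replicate 4 (0.49). The donor block, the donors with both libraries and the last setting all leave out IFNγ replicate 4. REL was called lower with IFNγ (-0.54, adjusted p = 0.0068). That fall was not called after median-ratio scaling (-0.20), after upper-quartile scaling (-0.43), with no filter on low values (adjusted p = 0.01), at 2-fold, or without 1 of IFNγ replicates 1 to 5 (-0.52, -0.55, -0.51, -0.55 and -0.55) or untreated replicates 1 to 4 (-0.53, -0.55, -0.54 and -0.49).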

Other observations

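The genes named in this part were picked from the lists after their values were seen, and scaling here is median-ratio scaling. Of 6 tested TNF and IL-6 family receptors, 3 rose with R848 (6 after scaling) and 3 with TNFα plus IL-6 (4 when adjusted over the list alone, and after scaling). IFNγ lowered 2 (1 after scaling). TNFRSF1B, for TNF receptor 2, rose from 222 ± 38.6 RPKM to 1049 ± 172 with R848 (log2 fold change 2.24, adjusted p = 5.4e-10) and 876 ± 179.8 with TNFα plus IL-6 (1.97, adjusted p = 3.4e-08). Of 7 tested Toll-like receptor and adaptor genes, R848 raised IRAK2 (4.06, adjusted p = 2e-12) and lowered 5, TNFα plus IL-6 raised TLR2 and IRAK2 (3.24, adjusted p = 4.5e-10) and lowered 4, and IFNγ raised 1 and lowered 2 (after scaling 2 and 3, 2 and 3, 1 and 1). TLR1 fell with R848 from 119.9 ± 25.7 to 3.48 ± 3.91 RPKM (-5.05, adjusted p = 3.6e-10). With TNFα plus IL-6 TLR1 was at -1.45 (adjusted p = 0.0027), and at -1.03 after median-ratio scaling and -1.36 without TNFα plus IL-6 replicate 4 it was not called.

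CSF1, for M-CSF, went from 0.604 ± 0.503 to 6.77 ± 6.06 RPKM with R848 (log2 fold change 1.93, adjusted p = 0.00037). It was not called with donor as a block (1.52 by donor field, 1.38 by title, 1.31 without the 2 libraries of conflicting donor) or with only donors with both libraries (0.61). It was not called with TNFα plus IL-6 (0.39, adjusted p = 0.46) or IFNγ (0.95, adjusted p = 0.053), though with only the 2 groups compared it was called with IFNγ (adjusted p = 0.0026).

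Macrophage markers moved by stimulation. Of 10 tested markers of inflammatory macrophages, R848 raised 6 and lowered 1, TNFα plus IL-6 raised 3 and lowered 1, and IFNγ raised 8 (after scaling 8 and 1, 4 and 0, 8 and 0). KYNU, for an enzyme of tryptophan breakdown, rose with all 3 (1.81, 1.88 and 1.12, adjusted p = 3.2e-07, 1.2e-06 and 0.00022). CD86 fell with R848 (-3.57, adjusted p = 6.5e-07) and rose with IFNγ (1.83, adjusted p = 0.0015). With an estimated correlation the list was higher with R848 (adjusted p = 0.00684) and IFNγ (0.00524), and not with donor as a block, leaving out the 2 libraries of conflicting donor (0.0301 and 0.0572), or after scaling (0.265 and 0.0524). Of 6 markers of suppressive macrophages, R848 raised IL10 and lowered 4 (5 when adjusted over the list alone), TNFα plus IL-6 raised IL10 and lowered 3, and IFNγ lowered 3 (after scaling 1 and 2, 1 and 2, 1 and 3). MERTK, a receptor for dying cells, fell from 8.57 ± 4.94 RPKM with R848 (-3.11, adjusted p = 5.7e-10), TNFα plus IL-6 (-2.76, adjusted p = 3.3e-08) and IFNγ (-2.99, adjusted p = 2.4e-09), but was not tested with at least 10 RPKM.

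Of 8 MDSC-associated genes, R848 raised 2 and lowered 5, TNFα plus IL-6 raised 2 (3 when adjusted over the list alone) and lowered 2, and IFNγ raised 1 and lowered 6 (after scaling 3 and 3, 4 and 2, 1 and 4). Of 10 monocyte identity genes, R848 lowered 8, TNFα plus IL-6 lowered 3, and IFNγ raised 1 and lowered 7 (after scaling 1 and 5, 2 and 3, 1 and 4). Of 10 Fc receptor and phagocytosis genes, R848 raised 2 and lowered 7, TNFα plus IL-6 raised 3 and lowered 2, and IFNγ raised 2 and lowered 3 (after scaling 2 and 4, 3 and 1, 2 and 2). CD14 fell with R848 (-5.04, adjusted p = 4.8e-10) and IFNγ (adjusted p = 0.00012). CD47, the signal against uptake, was called higher with all 3 stimulations. It rose with TNFα plus IL-6 by 1.39 (adjusted p = 1.9e-05) and with IFNγ by 2.16 (adjusted p = 2.2e-08). With R848 it was at 121 to 253 RPKM, against 59.3 to 92.8 in untreated libraries.

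Of 6 immediate early genes, R848 raised 4 (6 after scaling), and TNFα plus IL-6 and IFNγ 1 each. Of 5 genes of MAPK feedback, R848 raised 4 and lowered 1 (4 and 0 after scaling), TNFα plus IL-6 raised 3 and IFNγ 2. RGS1 rose with R848 by 4.96 (adjusted p = 5.2e-12), and ZC3H12A, whose product degrades cytokine mRNA, by 2.97 (adjusted p = 2.3e-11). With an estimated correlation both lists and the receptor list were higher with R848 (adjusted p = 0.00104, 0.00162 and 0.00162), and none of them in camera with donor as a block, leaving out the 2 libraries of conflicting donor (0.0183, 0.0256 and 0.0183), or after scaling (0.15, 0.166 and 0.144). With donors by donor field each stayed below 0.01 (0.00671, 0.00957 and 0.00972). With TNFα plus IL-6 the calls with a preset correlation were lost for the markers of inflammatory macrophages (adjusted p = 0.0774 with an estimated correlation), MAPK feedback (0.0304), ribosome biogenesis (0.209) and the receptors (0.0128), and with R848 for heat shock genes (0.261).

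Of the 4 STAT3 targets tested, R848 and TNFα plus IL-6 raised all 4, and IFNγ raised 1 and lowered 2 (2 and 1 after scaling). Of 2 SOCS genes, R848 raised 1 and lowered 1, TNFα plus IL-6 lowered 2, and IFNγ raised 1 and lowered 1 (1 and 0 after scaling). Of 2 genes of MHC class I processing, IFNγ raised 2 and R848 lowered 1 (0 after scaling). Of 2 checkpoint ligands, R848 raised 1 and lowered 1, IFNγ raised 2, and TNFα plus IL-6 lowered 1 (0 after scaling). Of 7 inflammasome and caspase genes, R848 raised 3 and lowered 4, TNFα plus IL-6 raised 1 (2 when adjusted over the list alone) and lowered 4, and IFNγ raised 1 and lowered 1 (after scaling 3 and 4, 2 and 3, 1 and 1). AIM2, a sensor of cytosolic DNA, rose with IFNγ (4.03, adjusted p = 5e-13), and NLRC4 fell with all 3 (-4.64, -2.30 and -2.57, adjusted p below 0.001). Of 6 apoptosis regulators, R848 raised 2 and lowered 2, TNFα plus IL-6 raised 2 and lowered 4, and IFNγ raised 3 (4 when adjusted over the list alone and after scaling, where TNFα plus IL-6 lowered 2).

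Metabolic lists depended on the scaling. Of 9 genes of oxidative phosphorylation, R848 lowered 9, TNFα plus IL-6 4 (6 when adjusted over the list alone) and IFNγ 3 (after scaling 5 and 2 lower, and with IFNγ 2 higher and 1 lower). Of 4 glycolysis genes, R848 and TNFα plus IL-6 lowered 2 each and IFNγ 4 (after scaling 1 higher and 1 lower, 1 lower, 3 lower). Of 7 genes of cholesterol synthesis, R848 raised 2 and lowered 3, TNFα plus IL-6 raised 1 and lowered 1, and IFNγ raised 2 (after scaling 4 and 2, 2 and 0, 3 and 0). Of 5 heat shock genes, R848 raised 2 (1 when adjusted over the list alone) and lowered 1, TNFα plus IL-6 raised 2 and IFNγ 1 (after scaling 5, 3 and 1 higher). Of 4 amino acid stress genes, R848 and IFNγ raised 2 each and TNFα plus IL-6 4 (after scaling 4, 2 and 4). Of 8 ribosomal protein genes, R848 lowered 8, but after scaling raised 6, and TNFα plus IL-6 raised 3 after scaling. Of 8 genes of ribosome biogenesis, R848 raised 1 and lowered 2 (1 when adjusted over the list alone), TNFα plus IL-6 raised 4, and IFNγ lowered 1 (0 when adjusted over the list alone; after scaling 5, 7 and 1 higher). Of 5 lysosome genes, R848 raised 1 and lowered 4, TNFα plus IL-6 raised 1 and lowered 3, and IFNγ raised 1 and lowered 2 (3 when adjusted over the list alone; after scaling 3, 2 and 1 lower). Of 2 genes from the metallothionein list, both zinc transporters, R848 raised 1 and lowered 1, TNFα plus IL-6 raised 1 and IFNγ lowered 1 (after scaling 1, 1 and 0 higher and 0 lower). Of 3 protease and coagulation genes, R848 raised 2, TNFα plus IL-6 3, and IFNγ raised 1 (2 when adjusted over the list alone) and lowered 1.

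Of markers of other blood cells, the T cell marker tested, IL7R, rose with R848 and TNFα plus IL-6. Of 2 B cell markers, IFNγ raised BANK1 (2.60, adjusted p = 2.4e-10), to 6.27 ± 2.73 RPKM, which at least 10 RPKM in 4 libraries left untested. Of 3 neutrophil markers, R848 lowered 3, TNFα plus IL-6 2 and IFNγ 1 (1 each after scaling). The highest neutrophil marker had a mean of 242 RPKM in untreated cells, 87.9 with R848, 166 with TNFα plus IL-6 and 178 with IFNγ. The platelet marker PPBP, which lies in the chemokine cluster, rose with TNFα plus IL-6 from 2.61 ± 2.59 to 49.4 ± 39.1 RPKM (3.80, adjusted p = 1.2e-05), and after scaling with R848 too. Of 3 dendritic cell markers, 2 rose with each stimulation, and 1 fell with R848 (0 after scaling). The highest NK and erythroid markers were at 0.448 and 0.042 RPKM or lower on average in each group.

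Where a list had 0 genes higher or lower in limma, 0 also passed an unadjusted p below 0.05 in that direction, with these exceptions. The counts at that level were 1 higher for suppressive markers with IFNγ, 1 higher for checkpoint ligands with TNFα plus IL-6, 1 lower for apoptosis regulators with IFNγ, 1 lower for proteases with R848, 3 lower for ribosomal proteins with IFNγ, 2 higher for monocyte identity with TNFα plus IL-6, and for PPBP 1 higher with R848 and 1 lower with IFNγ.

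Between TNFα plus IL-6 and IFNγ, 408 genes were higher and 589 lower with TNFα plus IL-6 (521 and 586 after scaling). CXCL5 led the first (log2 difference 8.00, adjusted p = 1.5e-10), then CXCL3 (6.92), CCL20 (6.16), TNIP3 (5.70) and IL1B (5.65). CXCL10 led the second (-11.30, adjusted p = 4.3e-10), then CXCL11 (-9.79), CXCL9 (-9.04), TNFSF10 (-8.64) and GBP5 (-7.67).

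Other splits of the libraries into groups of the same sizes were a test chosen before the results were seen. They mix stimulated and untreated libraries, which widens the spread within groups, so they tend to call few genes. The test therefore cannot exclude chance for the genes higher with each stimulation. In fits of 2 groups, 272 genes were higher with R848, and 2 of 100 splits drawn from 126 gave as many, the real one included. The highest other split gave 436 genes. Its 4 libraries in the place of the stimulated group were all untreated, and 435 of its genes were lower with R848 in the real split, so it counts genes that fell. For TNFα plus IL-6 312 genes were higher, and for IFNγ 359. In each, 1 of 100 splits gave as many, the real one, and the highest other gave 0.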
